# Cyclic GMP-AMP synthase promotes the inflammatory and autophagy responses in Huntington disease

**DOI:** 10.1073/pnas.2002144117

**Published:** 2020-06-24

**Authors:** Manish Sharma, Sumitha Rajendrarao, Neelam Shahani, Uri Nimrod Ramírez-Jarquín, Srinivasa Subramaniam

**Keywords:** striatal vulnerability, *HTT*-copy number, cotranslational cleavage, autophagy flux, pro-inflammatory response

## Abstract

Huntington disease (HD) is caused by an expansion mutation of the N-terminal polyglutamine of huntingtin (mHTT). mHTT is ubiquitously present, but it induces noticeable damage to the brain’s striatum, thereby affecting motor, psychiatric, and cognitive functions. The striatal damage and progression of HD are associated with the inflammatory response; however, the underlying molecular mechanisms remain unclear. Here, we report that cGMP-AMP synthase (cGAS), a DNA sensor, is a critical regulator of inflammatory and autophagy responses in HD. Ribosome profiling revealed that the *cGAS* mRNA has high ribosome occupancy at exon 1 and codon-specific pauses at positions 171 (CCG) and 172 (CGT) in HD striatal cells. Moreover, the protein levels and activity of cGAS (based on the phosphorylated STING and phosphorylated TBK1 levels), and the expression and ribosome occupancy of cGAS-dependent inflammatory genes (*Ccl5* and *Cxcl10*) are increased in HD striatum. Depletion of cGAS diminishes cGAS activity and decreases the expression of inflammatory genes while suppressing the up-regulation of autophagy in HD cells. In contrast, reinstating cGAS in cGAS-depleted HD cells activates cGAS activity and promotes inflammatory and autophagy responses. Ribosome profiling also revealed that *LC3A* and *LC3B*, the two major autophagy initiators, show altered ribosome occupancy in HD cells. We also detected the presence of numerous micronuclei, which are known to induce cGAS, in the cytoplasm of neurons derived from human HD embryonic stem cells. Collectively, our results indicate that cGAS is up-regulated in HD and mediates inflammatory and autophagy responses. Thus, targeting the cGAS pathway may offer therapeutic benefits in HD.

## Significance

Huntington disease (HD) is a genetic disorder caused by glutamine-expansion in the huntingtin (mHTT) protein, which affects motor, psychiatric, and cognitive function, but the mechanisms remain unclear. mHTT is known to induce DNA damage and affect autophagy, both associated with inflammatory responses, but what mediates all these were unknown. Here we report that cGAS, a DNA damage sensor, is highly upregulated in the striatum of a mouse model and HD human patient’s tissue. We found ribosomes, which make proteins, are robustly accumulated on the cGAS mRNA in HD cells. cGAS depletion decreases—and cGAS expression increases—both inflammatory and autophagy responses in HD striatal cells. Thus, cGAS is a therapeutic target for HD. Blocking cGAS will prevent/slow down HD symptoms.

Huntington disease (HD) is a fatal neurodegenerative disorder that is caused by CAG expansion mutation of the Huntingtin gene (*HTT*), which codes for polyglutamine. The mutant gene, *mHTT*, is ubiquitously expressed, but it causes prominent damage to the striatum and cortex and subsequently leads to widespread peripheral defects as the disease progresses. Inflammatory responses have been implicated in the pathogenesis of HD (1–6), and compounds with anti-inflammatory properties have been shown to improve survival in HD transgenic mice (7, 8). The number of microglia, a cellular indicator of inflammation, has been shown to be increased in the striatum of HD animal models, cell culture models, and HD patients (9–11). Additionally, the levels of reactive monocytes, inflammatory cytokines, chemokines, and the n-kynurenine/tryptophan ratio, which is an indicator of persistent inflammation, are all increased in premanifest HD patients, and are correlated with HD progression (12–15). Studies in mice indicate that glial cells and galectin molecules contribute to enhanced inflammatory responses in HD (16, 17). Furthermore, RNA-sequencing (RNA-seq) analysis of tissue obtained from human HD patients and HD monkeys revealed extensive transcriptional dysregulation associated with the activation of pro-inflammatory pathways (1, 18, 19). Inflammation is also closely linked to autophagy, a catabolic process that is dysregulated in HD (20, 21). These findings indicate that inflammation is a prominent cellular response in HD patients and across various HD models, although the mechanisms are not entirely clear.

cGMP-AMP synthase (cGAS, also known as Mb21d1) is an enzyme that produces cyclic guanosine monophosphate–adenosine monophosphate (cGMP-AMP or cGAMP), a second messenger that is activated upon binding of cGAS to DNA or RNA:DNA hybrids in the cytoplasm (22, 23). cGAS can induce signaling that is known to promote the up-regulation of inflammatory genes and play a critical role in age-related macular degeneration and cellular senescence (24–26). cGAS-induced cGAMP binds to the endoplasmic reticulum (ER)-associated transmembrane protein STING (which is also known as TMEM173). STING recruits TANK-binding kinase 1 (TBK1), which phosphorylates transcription factors, such as IFN regulatory factor 3 (IRF3) and IFN regulatory factor 7 (IRF7), and other substrates, such as IκB kinase α (IKKα), cRel, and p62 (sequestosome) (27, 28). cGAS also plays a major role in the regulation of autophagy; this indicates that there is a close molecular and signaling link between inflammatory response and autophagy (20, 29–31). The role of cGAS in cancer, diabetes, and immune disorders is well established, but its role in neurodegenerative disease remains less clear (32–34). Up-regulation of cGAMP/STING signaling, however, is linked to dopaminergic and cerebellar neuron degeneration in parkin-deficient and ataxia telangiectasia mice model, respectively (35, 36). But the role of cGAS in HD remains unknown. Using ribosome profiling, biochemical, and molecular biology tools, we investigate the role of cGAS in HD.

## Results

### High Ribosome Occupancy in Exon 1 of the *cGAS* mRNA in HD Cells.

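The mRNA side of these data rests on 9 RNA-seq libraries, 3 from each striatal cell line. The control line carries 7 glutamine codons on both Hdh alleles, the HD-het line carries 7 on 1 allele and 111 on the other, and the HD-homo line carries 111 on both. Each genotype is represented by 1 line, so that genotype and line cannot be told apart, and the 3 libraries of a line are replicates of that line. Poly(A)-selected RNA was made into strand-specific libraries, and the authors deposited the number of reads counted on each gene, by gene symbol and without normalization. Ribosome-protected fragments are not part of that table, so the values given beside the results are mRNA counts and not RPF/mRNA ratios. Between 29507665 and 41197931 reads per library were counted on genes, with a median of 32280309 in control cells, 33935537 in HD-het cells and 33580623 in HD-homo cells. A count of 3 was taken as the smallest that can show a gene, which corresponds to between 0.0710 and 0.101 normalized counts per megaread (CPM) in these libraries. This floor covers counting error only. The counts were normalized by edgeR's TMM method, with factors between 0.984 and 1.03, and are given as normalized CPM with the SD of the 3 libraries. Of the 36410 genes listed, 13508 passed edgeR's filter on low counts and were compared between the lines with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a two-sided test fitted to all 9 libraries. Standard errors given with log2 fold changes were computed back from the F statistic of this test. They are too small where a line had only a few reads. Replicate libraries differed by more than the sampling noise in all pairs. The variance between control replicates 1 and 2 was 2.19 times that of counting alone, and between HD-homo replicates 2 and 3 it was 38.9 times. Replicate 3 stood apart from the other replicates in control and HD-het cells, with variances between 10.9 and 20.9 times that of counting alone. The deviations of same-numbered libraries from the mean of their line were correlated across genes, which are not independent replicates, with a mean r of 0.195 between HD-het and control cells and 0.149 between HD-homo and HD-het cells. Between HD-homo and control cells this r was 0.0422. A block on the replicate number gave 9160 genes that differed between HD-het and control cells at an adjusted p under 0.05, against 8797 without it.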

Our study applies high-resolution ribosome sequencing (Ribo-seq) technology for the analysis of genetically precise knockin HD cell models: Immortalized ST*Hdh*^*Q7/Q7*^ (control), ST*Hdh*^*Q7/Q111*^ (HD-het), and ST*Hdh*^*Q111/Q111*^ (HD-homo) striatal neuronal cells derived from WT, *Hdh*^*Q7/Q111*^, and *Hdh*^*Q111/Q111*^ mouse embryos, respectively (37). In our previous study (38), we successfully generated high-quality reads and identified new roles for HTT as a physiological suppressor of translation via regulation of ribosome movement. 

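The count table lists cGAS as Cgas and a second time under its older symbol, Mb21d1. The gene lies on the minus strand of chromosome 9 of GRCm38 from 78430526 to 78443237. Its GENCODE transcript Cgas-202 is 4049 nucleotides long, has 5 exons and encodes 507 amino acids, and its first coding base lies in exon 1 at position 78443078. In the control libraries 1, 2 and 3 reads were counted on Cgas, in the HD-het libraries 95, 87 and 84, and in the HD-homo libraries 1450, 1988 and 1652. The normalized CPM of Cgas was 0.0640 ± 0.0354 (SD, n = 3) in control cells, 2.62 ± 0.0874 (SD, n = 3) in HD-het cells and 46.9 ± 2.41 (SD, n = 3) in HD-homo cells. Because every control library was at or under the floor of 3 counts, the fold changes against control cells are lower bounds. The Cgas mRNA was at least 27.6-fold higher in HD-het cells and at least 496-fold higher in HD-homo cells. It was 17.9-fold higher in HD-homo than in HD-het cells, a log2 fold change of 4.16 (standard error 0.0958, adjusted p = 3.1e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In a fit with the replicate number as a block, which the r of 0.149 between the same-numbered libraries of these lines calls for, this log2 fold change was 4.16 (adjusted p = 1.9e-09). Each HD library had a higher count than each control library (two-sided exact permutation test, p = 0.10, the smallest that 3 libraries against 3 allow). The reads listed as Mb21d1 made up 10.4% of the sum of the 2 listings in HD-homo cells and 11.3% in HD-het cells. Of the 50-base words of the transcript, 0.725% also occur in another gene.

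**Figure D1:**
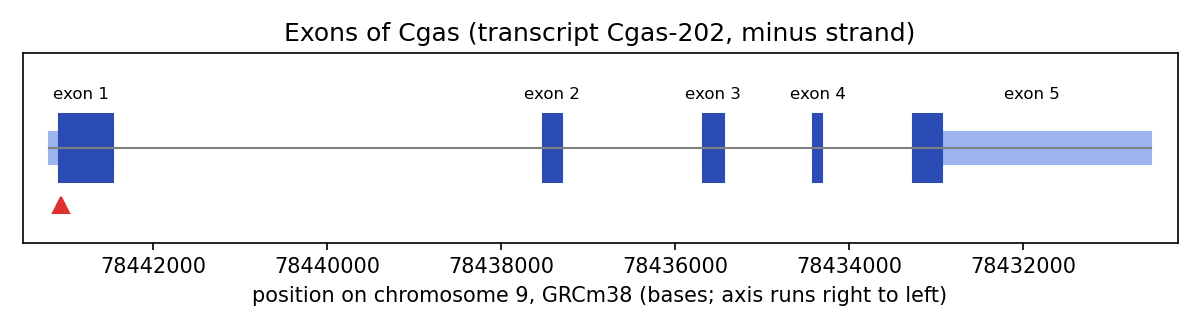
Map of the exons of Cgas on chromosome 9 (transcript Cgas-202, GRCm38 positions in bases, drawn in the direction of transcription). Tall dark boxes are coding, low light boxes are untranslated, and the red triangle marks the first 27 coding bases in exon 1.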

The global ribosome profiling data of the present study revealed that *cGAS*, which has five exons, showed high ribosome occupancy (based on the ribosome-protected fragment [RPF]/mRNA ratio). The RPF counts in exon 1 of HD-het and HD-homo cells were higher than the counts in control cells (Fig. 1*A*, arrows). The ribosomes accumulated at the 5ʹ end of exon 1 in the region (TAC CTT CTA GGC GCA TCT TCC TGC TGC) that codes for MEDPRRRTT (Fig. 1 *B*, *Inset*, arrows); this indicates that the *cGAS* mRNA is translationally regulated in HD. With the help of a pause prediction software (39), we found an additional single codon pause at 171 (CCG) and 172 (CGT) in the HD cells (Fig. 1*C*, arrows). 

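Aim2 lies on chromosome 1 of GRCm38 from 173350879 to 173466040. Between 5 and 12 reads were counted on it in the control libraries, between 22 and 30 in the HD-het libraries and between 32 and 72 in the HD-homo libraries. Normalized CPM of Aim2 was 0.279 ± 0.0979 (SD, n = 3) in control cells, 0.805 ± 0.119 (SD, n = 3) in HD-het cells and 1.36 ± 0.378 (SD, n = 3) in HD-homo cells. The Aim2 mRNA was 4.86-fold higher in HD-homo than in control cells, a log2 fold change of 2.26 (standard error 0.315, adjusted p = 9.2e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HD-het cells it was 2.89-fold higher than in control cells, a log2 fold change of 1.50 (standard error 0.339, adjusted p = 0.0023 from the same test), or 1.52 with the replicate number as a block (adjusted p = 0.0032, r = 0.195 between same-numbered libraries). The log2 fold change between the HD lines was 0.76 (adjusted p = 0.0219 from the same test, between 0.0037 and 0.0989 over the alternative settings), and it missed an adjusted p of 0.05 with DESeq2's Wald test and without either HD-het replicate 2 or HD-homo replicate 2.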

The gene, absence of melanoma 2 (*Aim2*), another cytosolic DNA sensor (40), was also up-regulated in HD cells, but to a much smaller extent than observed for *cGAS* (the RPF/mRNA for *cGAS* was 14, whereas it was 2.2 for *Aim2* in HD-homo cells) (Fig. 1*D*). Similarly, *hnRNP-A2b1*, a newly identified sensor for viral double-stranded DNA—but not for endogenous DNA—in the nucleus (40), was found to be expressed at a similar level in the control and HD cells (Fig. 1*E*). 

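Hnrnpa2b1, on chromosome 6 of GRCm38 from 51460932 to 51469894, had between 23537 and 33670 reads per library. The normalized CPM was 821.3 ± 21.9 (SD, n = 3) in control cells, 713.3 ± 20.5 (SD, n = 3) in HD-het cells and 757.5 ± 44.0 (SD, n = 3) in HD-homo cells. In HD-homo cells the log2 fold change against control cells was -0.12 (standard error 0.0597, adjusted p = 0.115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HD-het cells it was -0.20 (standard error 0.0597, adjusted p = 0.0109 from the same test), and neither the HD-het nor the HD-homo libraries overlapped the control libraries (10% by chance for each). The block on replicate number left the HD-het value at -0.20 (adjusted p = 0.0103), where the r between same-numbered libraries is 0.195. Without HD-homo replicate 2, the HD-homo value was -0.15 (adjusted p = 0.0497, against 0.0497 to 0.336 over the alternative settings).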

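No read was counted on Tlr9, which lies on chromosome 9 of GRCm38 from 106222598 to 106226883, in any of the 9 striatal cell libraries, so that its mRNA was not detectable at this depth. Among the 12 Toll-like receptor genes of the table, 5 passed the filter on low counts. The highest normalized CPM of Tlr2 was 17.5, in HD-homo replicate 3, and that of Tlr4 was 18.5, in HD-homo replicate 2. Against control cells, the log2 fold change in HD-homo cells was 0.92 for Tlr2 (adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.75 for Tlr1 (adjusted p = 1.6e-05 from the same test), the highest and the lowest of the 5.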

Other known DNA sensors, such as Toll-like receptor 9, is mostly restricted to blood and immune cells (41) but not expressed in striatal cells (38). We also examined whether the ribosome profile of two major *cGAS* downstream targets, namely *Sting* and *Tbk1*, is altered in HD cells. However, with the exception of a slight reduction in the RPF/mRNA ratio of *Sting* in HD-het cells, we found no major difference in the ribosome occupancy of *Sting* or *Tbk1* between the control and HD cells (Fig. 1 *F* and *G*). 

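Sting is listed in the count table under its older symbol, Tmem173, and lies on chromosome 18 of GRCm38 from 35733679 to 35740554. The normalized CPM of Tmem173 was 13.3 ± 0.699 (SD, n = 3) in control cells, 7.22 ± 0.233 (SD, n = 3) in HD-het cells and 18.4 ± 0.660 (SD, n = 3) in HD-homo cells. Its log2 fold change against control cells was -0.88 in HD-het cells (standard error 0.0809, adjusted p = 3.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.47 in HD-homo cells (standard error 0.0767, adjusted p = 2.8e-04 from the same test). The HD-het value of Tmem173 was also -0.88 with the replicate number as a block (r = 0.195 between same-numbered HD-het and control libraries, adjusted p = 1.4e-05). Tbk1, on chromosome 10 from 121546455 to 121586787, had a normalized CPM of 76.9 ± 2.48 (SD, n = 3) in control cells, 56.5 ± 1.55 (SD, n = 3) in HD-het cells and 73.1 ± 8.53 (SD, n = 3) in HD-homo cells. Its mRNA was lower in HD-het than in control cells, with a log2 fold change of -0.44 (standard error 0.0777, adjusted p = 4.1e-04 from the same test). The difference between HD-homo and control cells was -0.07 on the log2 scale (standard error 0.0772), and the libraries of these lines overlapped (adjusted p = 0.441 from the same test, between 0.0261 and 0.880 over the alternative settings). In HD-het against control cells, the median log2 fold change of the 645 tested genes of chromosome 10 was -0.31. Part of the decrease of Tbk1 in HD-het cells was thus shared with its chromosome.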

Interestingly, *Sting* showed an expected pause at exon 3 (Fig. 1*F*, arrow), which might be necessary in cotranslational translocation for proper insertion into the ER (42, 43). Together, the data indicate that the *cGAS* mRNA is selectively up-regulated in HD cells and shows high ribosome occupancy at exon 1, which may imply potential dysregulation of translation.

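At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7910 of the 13508 tested genes differed between HD-homo and control cells, 4002 of them higher and 3908 lower in HD-homo cells. Between HD-het and control cells the count was 4561 higher and 4236 lower, and between the HD lines 9666 genes differed. With the replicate number as a block, 8372 genes differed between HD-homo and control cells and 9938 between the HD lines (r of same-numbered libraries 0.0422 and 0.149). The alternative that moved the HD-homo count most, a log2 fold change of at least 1 in addition, left 2574 genes. The libraries of HD-homo and control cells did not overlap for 8820 genes, or 65.3%, against 10% by chance. Cgas, with a log2 fold change of 9.46 in HD-homo cells (standard error 0.163, adjusted p = 6.1e-12 from the same test), ranked 30 among the tested genes by the size of the increase. In HD-het cells it ranked 118, with a log2 fold change of 5.30 (standard error 0.231, adjusted p = 1.4e-08 from the same test), and the block gave 5.30 (adjusted p = 2.9e-07). These estimates rest on control counts at the floor, where the standard errors given are too small. The setting that lowered the estimates most, a prior count of 2 in place of edgeR's default, gave 8.59 and 4.46. Among 13 tested genes for DNA sensors, 7 were higher in HD-homo than in control cells at an adjusted p under 0.05 and 2 were lower, and in HD-het cells 3 were higher and 6 lower. Next to Cgas, the largest increase in HD-homo cells was that of Zbp1, with a log2 fold change of 4.76 (standard error 0.571, adjusted p = 2.9e-05 from the same test). The highest count of Zbp1 in a control library was 2, so that its mRNA was at least 13.2-fold higher in HD-homo cells. From the profiles of cGAS beside those of Aim2, hnRNP-A2b1, Sting and Tbk1, the paper concludes that the cGAS mRNA is selectively increased in HD cells.

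**Figure D2:**
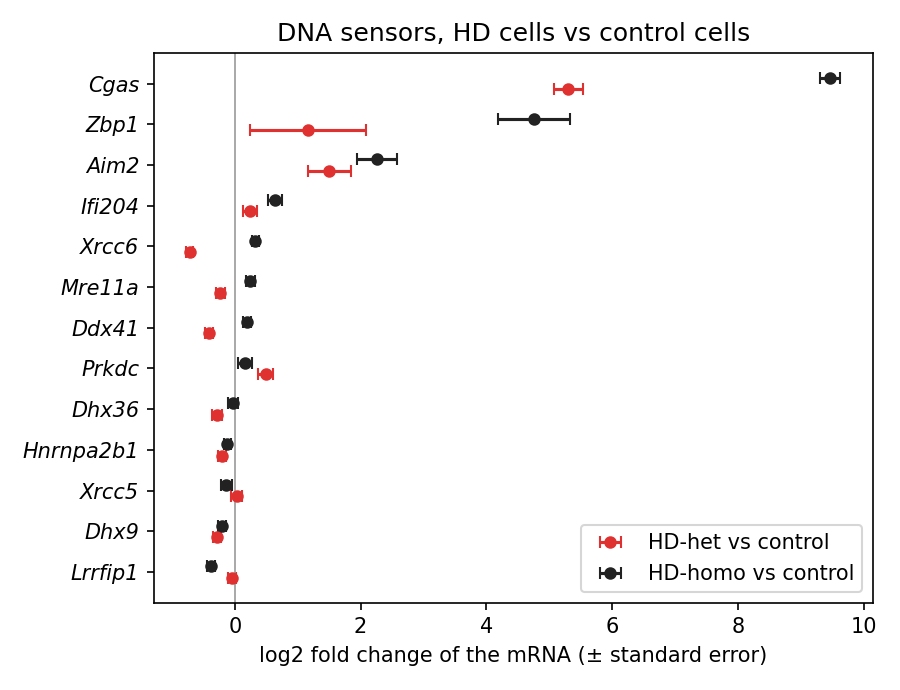
Log2 fold change of the mRNA of 13 DNA sensors in HD-het (red) and HD-homo (black) cells against control cells (3 libraries per line). Bars are standard errors computed back from the F statistic of edgeR's test, and are too narrow for genes with few control reads, such as Cgas. Cgas lies at 5.30 and 9.46, to the right of the other sensors in both HD lines.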

**Fig. 1.**
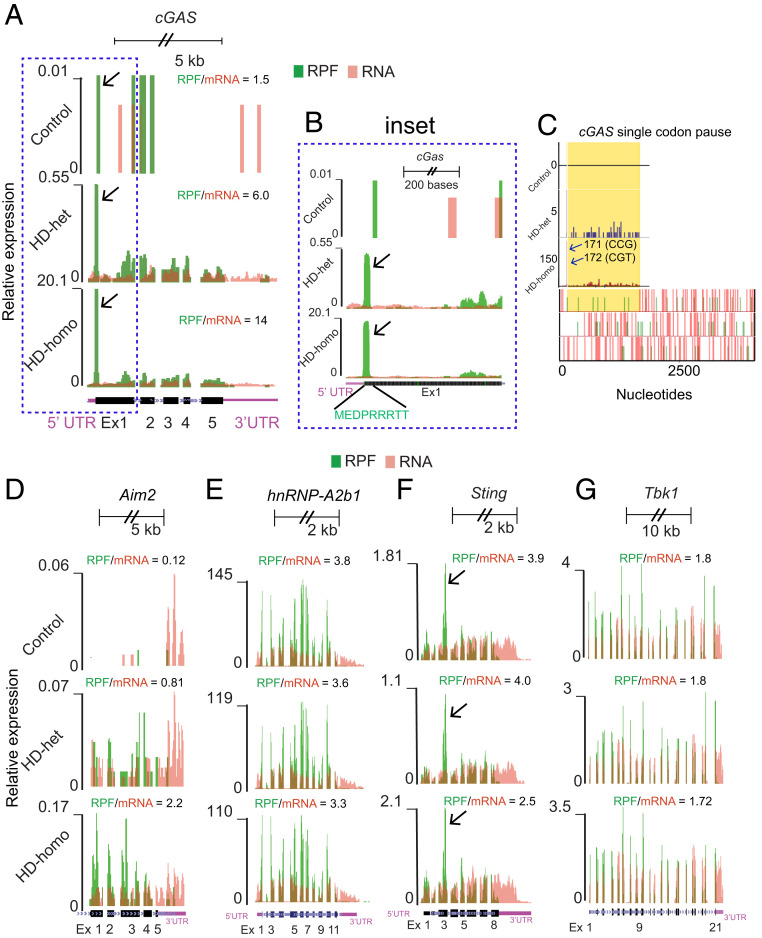
Ribosome occupancy on *cGAS* mRNA transcript in control, HD-het, and HD-homo cells. (*A*) Graphs showing overlay of RPF/mRNA reads for *cGAS* transcript obtained from the UCSC browser. Arrows indicate the position of ribosome occupancy. (*B*) *Inset* showing of exon (Ex) 1 of *cGAS* transcript. Arrows indicate the position of ribosome occupancy. (*C*) Graphs representing codon pause of the cGAS transcripts predicted from PausePred software. Arrows indicate the position of paused codons. (*D*–*G*) Graphs showing overlay of RPF/mRNA reads for *Aim2* (*D*), *hnRNP-A2b1* (*E*), *Sting* (*F*), and *Tbk1* (*G*) *mRNA* transcripts obtained from the UCSC browser. Arrows indicate the expected pause at exon 3 of *Sting* mRNA due to signal peptide insertion into the ER. Ribosome footprints are shown from pooling all three replicates for control, HD-het, and HD-homo cells.

### Up-Regulation of the cGAS Pathway in HD.

The high-ribosome occupancy of the *cGAS* mRNA indicates that ribosomes are potentially stalled on exon 1 (Fig. 1 *A*–*C*); this may result in an increase or decrease in protein production. Therefore, our next step was to investigate the protein levels of cGAS in HD cells. Western blot analysis showed that the cGAS protein is robustly up-regulated in HD-het and HD-homo striatal cells, but it is barely found in control striatal cells (Fig. 2*A*). Furthermore, the expression of cGAS in HD-homo cells was 60-fold higher than that in HD-het cells (Fig. 2*A*). cGAS up-regulation was also observed in a Q175HD-het (neo-) striatum (44) (Fig. 2*B*) and in the striatum from human postmortem HD patients (Fig. 2*C*). The data indicate that the cGAS protein is up-regulated in HD; therefore, we investigated its activity.

**Fig. 2.**
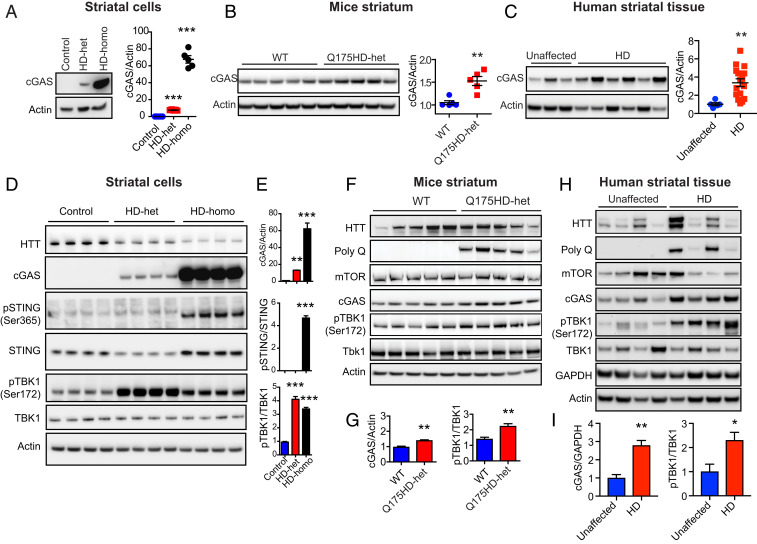
cGAS and its targets genes are up-regulated in HD. (*A*–*C*) Representative Western blots for indicated proteins in the control, HD-het, and HD-homo striatal neuronal cells (*n* = 5, independent experiments) (*A*), WT and Q175HD-het (neo-) striatum (*n* = 5 mice per group) (*B*), human unaffected (*n* = 5) and HD affected (*n* = 16) striatum (*C*). Bar graph represents quantification of indicated proteins, normalized with actin. (*D*) Representative Western blot for indicated proteins in the striatal neuronal cells. (*E*) Bar graph represents quantification of indicated proteins from *D*, normalized with actin. Data presented as mean ± SEM (*n* = 13 control, *n* = 4 HD-het, *n* = 13 HD-homo). (*F*) Representative Western blot for indicated proteins in WT and Q175HD het (neo-) striatum. (*G*) Bar graph represents quantification of indicated proteins from *F*, normalized with actin. Data presented as mean ± SEM (*n* = 5 mice per group). (*H*) Western blots for indicated proteins from human unaffected (control, *n* = 5) and HD affected (*n* = 16) striatum. (*I*) Bar graph represents quantification of indicated proteins from *H*, normalized with GAPDH. Data in the bar graphs represented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by Student’s *t* test (*A*–*C* and *G*) or one-way ANOVA followed by Tukey’s multiple comparison test (*E*).

Following activation of cGAS, cGAMP stimulates STING at the ER, which then promotes translocation of TBK1 to the endosomal and lysosomal compartment and leads to activation of the inflammatory response (45, 46). STING is then is phosphorylated at Ser-365 (pSTING Ser365) by Ulk1, and it then facilitates the phosphorylation of TBK1 at Ser-172 (pTBK1 Ser172) (45, 47, 48). Thus, pSTING (Ser365) and pTBK1 (Ser172) were used as downstream markers for the assessment of activation of cGAS signaling in HD. We observed that the phosphorylation level of STING (Ser365) was high in the HD-homo cells, but pSTING was not detected in control or HD-het cells (Fig. 2 *D* and *E*). Furthermore, phosphorylation of TBK1 (Ser172) was higher in both types of HD striatal cells than in the control cells (Fig. 2 *D* and *E*). We also observed an increase in the pTBK1 (Ser172) levels in Q175HD-het mice, as compared to the WT mice (Fig. 2 *F* and *G*), and in the striatum from HD patients as compared to the striatum from healthy controls (Fig. 2 *H* and *I*). These findings indicate that the expression and activity of cGAS are up-regulated in HD.

### Up-Regulation of cGAS-Dependent Inflammatory Genes in HD.

Next, we investigated whether the levels of certain known cGAS-regulated inflammatory response genes (49, 50) are affected in HD, with the help of our ribosome profiling data (38). We examined the ribosome profiles of the mRNAs of cGAS-regulated inflammatory transcription factors (*Irf3*, *Irf7*) and inflammatory chemokines (*Ccl5* and *Cxcl10*) in the HD and control cells (Fig. 3 *A*–*D*). 

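Irf3 lies on chromosome 7 of GRCm38 from 44997648 to 45002848, and between 515 and 933 reads per library were counted on it. Its CPM after normalization was 21.6 ± 1.84 (SD, n = 3) in control cells, 25.3 ± 0.930 (SD, n = 3) in HD-het cells and 15.9 ± 0.453 (SD, n = 3) in HD-homo cells. The Irf3 mRNA was lower in HD-homo than in control cells, with a log2 fold change of -0.44 (standard error 0.0784, adjusted p = 5.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HD-het cells it was higher than in control cells by a log2 fold change of 0.23 (standard error 0.0771, adjusted p = 0.0217 from the same test), or 0.23 with the replicate number as a block (adjusted p = 0.0182, r = 0.195 between same-numbered libraries). This increase missed an adjusted p of 0.05 without control replicate 2 (adjusted p = 0.109) and without HD-het replicate 1 (adjusted p = 0.0812), and over the alternative settings the adjusted p lay between 0.0170 and 0.109.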

We found no major differences in the RPF/mRNA ratio of *Irf3* between HD-homo, HD-het, and control cells, but the RPF/mRNA ratio of *Irf7* was slightly lower in HD-homo cells than in the control cells (1.5 vs. 2.2). This finding indicates that the ribosome occupancy of *Irf7* is slightly decreased, but its mRNA levels are enhanced in HD-homo cells. Thus, there is no major difference in the RPF/mRNA ratio of the two known cGAS-regulated inflammatory transcription factors Irf3 and Irf7 (47, 51) between control and HD cells (Fig. 3 *A* and *B*). In contrast, we found that the RPF/mRNA ratios of *Ccl5* and *Cxcl10* are markedly higher in the HD cells: For *Ccl5*, the RPF/mRNA ratio was 3.5 in the HD-homo cells, while there were none or few reads in the HD-het and control cells. 

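Irf7 lies on chromosome 7 of GRCm38 from 141262706 to 141266481. In the control libraries 6, 1 and 3 reads were counted on it, in the HD-het libraries 35, 40 and 26, and in the HD-homo libraries 444, 324 and 611. For Irf7 the normalized CPM was 0.106 ± 0.0786 (SD, n = 3) in control cells, 0.995 ± 0.220 (SD, n = 3) in HD-het cells and 13.2 ± 5.29 (SD, n = 3) in HD-homo cells. The Irf7 mRNA was 124-fold higher in HD-homo than in control cells, a log2 fold change of 6.92 (standard error 0.476, adjusted p = 2.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HD-het cells it was 9.39-fold higher, a log2 fold change of 3.20 (standard error 0.649, adjusted p = 0.0012 from the same test), or 3.22 with the replicate number as a block (adjusted p = 0.0012, r = 0.195 between same-numbered libraries). Both folds rest on at most 6 reads per control library. Over the alternative settings the log2 fold change ran from 6.33 to 7.61 in HD-homo and from 2.68 to 3.89 in HD-het cells.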

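Ccl5, a gene of 3 exons on the minus strand of chromosome 11 of GRCm38 from 83525778 to 83530518, had 2, 0 and 1 reads in the control libraries, 0, 1 and 0 in the HD-het libraries and 1631, 2385 and 1868 in the HD-homo libraries. Both the control and the HD-het libraries were under the floor of 3 counts, so no fold change is given between them, and a difference was not detectable at this depth. In HD-homo cells the normalized CPM of Ccl5 was 54.1 ± 3.54 (SD, n = 3), at least 571-fold higher than in control cells. Its log2 fold change was 10.59 (standard error 0.236, adjusted p = 2.5e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which placed Ccl5 at rank 13 of the tested genes. This standard error is too small, with at most 2 reads in a control library. In the fit with the replicate block the log2 fold change was 10.59 (adjusted p = 1.8e-09, r = 0.0422 between same-numbered HD-homo and control libraries).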

For *Cxcl10*, the RPF/mRNA ratio was 5.3 and 10.0 for the HD-homo and HD-het cells, respectively, and it was 3.2 in the control cells. Thus, enhanced mRNA expression and high ribosome occupancy were observed in the mRNA of the inflammatory chemokines, *Ccl5* and *Cxcl10*, in HD cells. 

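Cxcl10 lies on the minus strand of chromosome 5 of GRCm38 from 92346638 to 92348889. In the control libraries 8, 8 and 10 reads were counted on it, in the HD-het libraries 27, 18 and 14, and in the HD-homo libraries 1812, 4070 and 1765. Normalized CPM of Cxcl10 averaged 0.275 ± 0.0550 (SD, n = 3) in control cells, 0.576 ± 0.173 (SD, n = 3) in HD-het cells and 68.2 ± 24.5 (SD, n = 3) in HD-homo cells. The Cxcl10 mRNA was 248-fold higher in HD-homo than in control cells, a log2 fold change of 7.95 (standard error 0.340, adjusted p = 5.7e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HD-het cells the log2 fold change was 1.08 (standard error 0.608), which did not pass (adjusted p = 0.140 from the same test, between 0.0065 and 0.331 over the alternative settings). With the replicate number as a block (r = 0.195 between same-numbered HD-het and control libraries), this log2 fold change was 1.10 and passed, with an adjusted p of 0.0382.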

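Counts of both chemokines separated the HD-homo libraries from the others. The log2 fold change between HD-homo and HD-het cells was 11.97 for Ccl5, which had at most 1 read in an HD-het library and was at least 610.0-fold higher in HD-homo cells (standard error 0.262, adjusted p = 2.3e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.87 for Cxcl10 (standard error 0.303, adjusted p = 5.3e-09 from the same test). In a fit with the replicate number as a block (r = 0.149 between the same-numbered libraries of the HD lines), the values were 11.96 (adjusted p = 1.5e-09) and 6.84 (adjusted p = 6.1e-09). With each library left out in turn, the log2 fold change between the HD lines ran from 6.54 to 7.13 for Cxcl10 and from 11.49 to 13.85 for Ccl5, and a prior count of 2 gave 9.62 for Ccl5. With at most 1 read in an HD-het library, the standard error of Ccl5 is too small. No 50-base word of either transcript occurs in another gene. From the read profiles of both chemokines, the paper concludes that their mRNA and its ribosome occupancy are increased in HD cells.

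**Figure D3:**
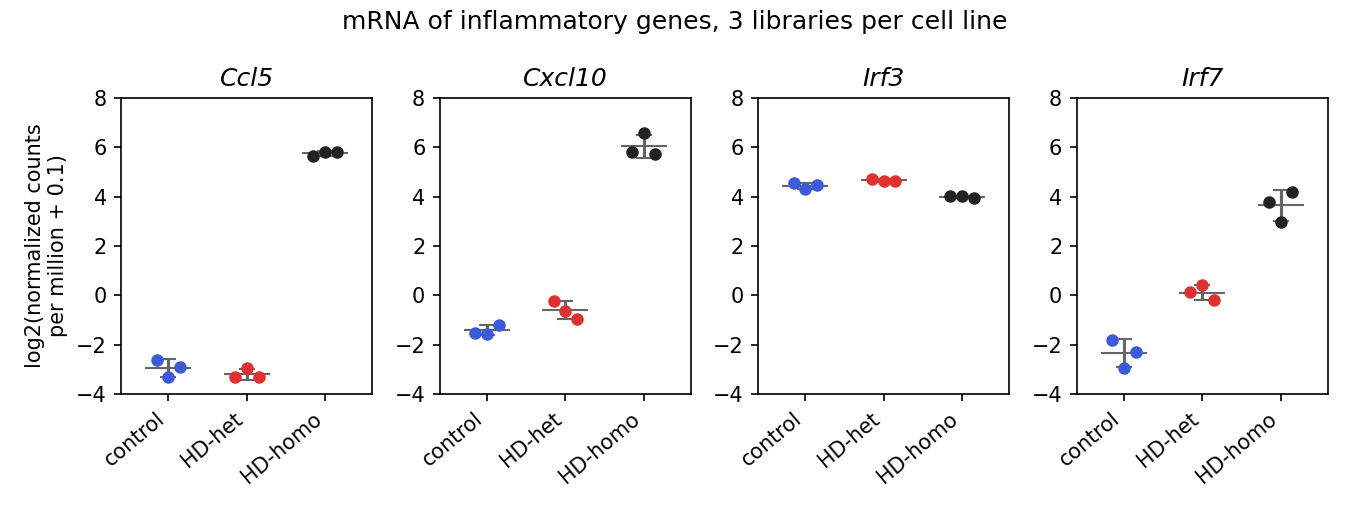
Normalized counts of Ccl5, Cxcl10, Irf3 and Irf7 in the 3 libraries of each line, as log2 of the CPM plus 0.1. Points are libraries, the horizontal line is the mean of the log2 values and the error bar is their SD (n = 3). For Ccl5, Cxcl10 and Irf7 the HD-homo libraries lie above the HD-het and control libraries, and for Irf3 they lie under them.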

Interestingly, high ribosome occupancy was found on exon 3 of *Ccl5* and *Cxcl10*; this is indicative of translational control of these mRNAs (Fig. 3 *C* and *D*, arrows).

**Fig. 3.**
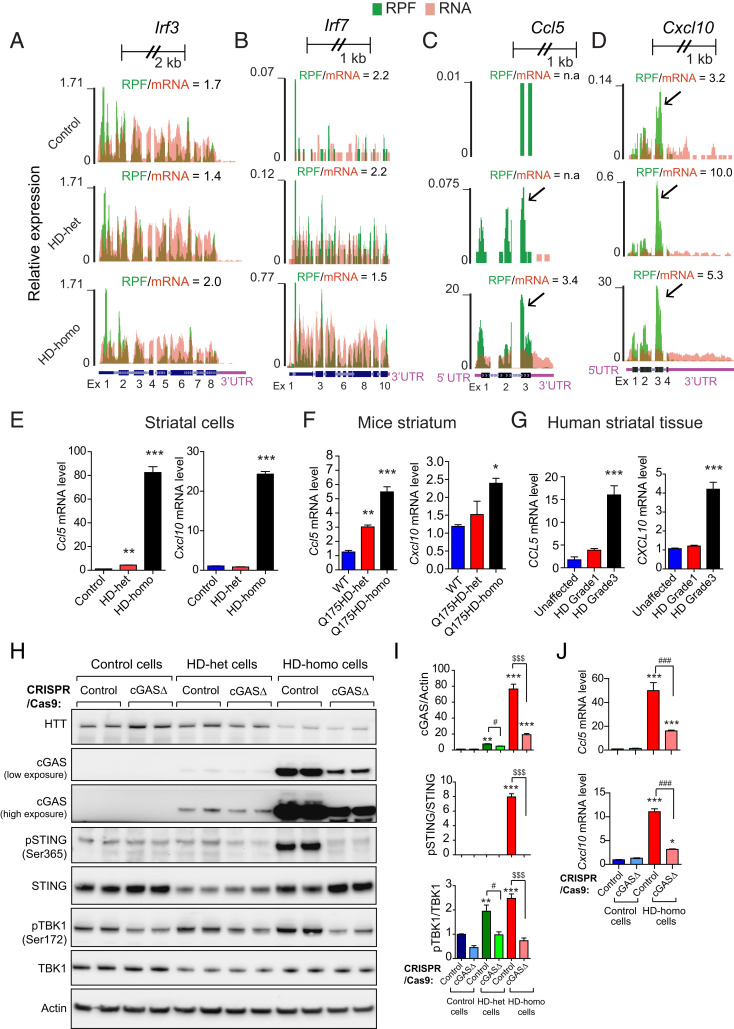
Depletion of cGAS inhibits the inflammatory response in HD cells. (*A*–*D*) Graphs showing overlay of RPF/mRNA reads for *Irf3* (*A*), *Irf7* (*B*), *Ccl5* (*C*)**,** and *Cxcl10* (*D*) *mRNA* transcripts obtained from the UCSC browser. Ribosome footprints are shown from pooling all three replicates for control, HD-het, and HD-homo cells. (*E*–*G*) qPCR analysis of indicated mRNA in striatal cells (*E*), Q175HD (neo-) mouse striatum (*F*), and human striatum (*G*). Bar graph represents quantification of indicated mRNA, normalized with *Gapdh*. Data presented as mean ± SEM, (*n* = 3, independent experiments), *P < 0.05, **P < 0.01, ***P < 0.001 by one-way ANOVA followed by Tukey’s multiple comparison test. (*H*) Representative Western blot of indicated proteins from control, HD-het, and HD-homo striatal neuronal cells that are generated using control CRISPR/CAS-9 (control) or cGAS gRNA expressing CRISPR/CAS-9 cells (cGAS-depleted cells, cGASΔ). (*I*) Bar graph represents quantification of indicated proteins from *H*, normalized with actin. Data presented as mean ± SEM (*n* = 4 to 8 independent experiments), **P < 0.01, ***P < 0.001 compared to control CRISPR/Cas9 in control cells, ^#^*P* < 0.05 between HD-het cells control CRISPR and HD-het cells cGASΔ, and ^$$$^*P* < 0.001 between HD-homo cells control CRISPR and HD-homo cells cGASΔ by one-way ANOVA followed by Tukey’s post hoc test. (*J*) qPCR analysis of *Ccl5* and *Cxcl10* mRNA. Bar graph represents quantification of indicated mRNA, normalized with *Gapdh*. Data presented as mean ± SEM, (*n* = 3, independent experiments), *P < 0.05, ***P < 0.001 compared to contol CRISPR/Cas9 in control cells and ^###^*P* < 0.001, between HD-homo cells control CRISPR and HD-homo cells cGASΔ by one-way ANOVA followed by Tukey’s post hoc test.

Using qPCR analysis, we confirmed that the *Ccl5* and *Cxcl10* mRNAs are up-regulated in HD-het and HD-homo striatal cells (Fig. 3*E*) and in the Q175HD-het and Q175HD-homo mouse striatum (Fig. 3*F*), as well as striatum of grade 3 human HD patients (Fig. 3*G*). Although qPCR analysis showed that the *Ccl5* and *Cxcl10* mRNAs are not robustly altered in HD-het striatal cells (Fig. 3 *E* and *F*), we cannot exclude the possibility that the *Ccl5* or *Cxcl10* protein levels are increased in HD-het striatal cells, compared to the controls, because they show enhanced ribosome occupancy (Fig. 3 *C* and *D*). Collectively, these data indicate mRNA up-regulation of cGAS-dependent inflammatory response genes and altered ribosome occupancy of their mRNA in HD.

### Effect of Depletion of cGAS on pSTING and pTBK1 Levels and Inflammatory Response in HD Cells.

To further establish a causal role for cGAS in the inflammatory response in HD, we explored whether depletion of cGAS could revert the inflammatory response. To this end, we transfected CRISPR/Cas9 gRNA directed against cGAS (cGAS depletion or cGASΔ) in the control, HD-het, and HD-homo striatal cells. We used nonspecific CRISPR/Cas9 gRNA (control gRNA) for the control groups. The cGASΔ HD-homo cells resulted in more than 80% depletion of cGAS (Fig. 3 *H* and *I*), as well as almost complete elimination of pSTING (Ser365) (Fig. 3 *H* and *I*) and significant reduction of pTBK1 (Ser172), which was also decreased in cGASΔ-HD-het cells (Fig. 3 *H* and *I*). Notably, pSTING (Ser365) was observed at negligible levels in the control and HD-het cells, presumably due to low cGAS levels (Fig. 3 *H* and *J*). Together, these findings indicate that cGAS depletion reduces the activation of its downstream targets, pSTING and pTBK1, in HD cells.

Next, we investigated whether cGAS depletion also interferes with the up-regulation of the inflammatory response in HD. For this, we performed qPCR analysis of *Ccl5* and *Cxcl10* in cGASΔ-HD-homo and control-HD-homo cells. cGAS depletion dramatically attenuated *Ccl5* (Fig. 3*I*) and *Cxcl10* (Fig. 3*J*) expression in the cGASΔ-HD-homo cells compared to the control-HD-homo cells. Taken together, these findings indicate that cGAS up-regulation is causally linked to the activation of its downstream signals as well as the inflammatory response.

### Differences in LC3A and LC3B Levels and Ribosome Occupancy in HD Cells.

Previous studies indicate that autophagy is dysregulated in HD, and it is known that HTT plays several roles in regulating the dynamics of autophagy (21, 52). During autophagy in mice, Atg proteases are cleaved at the glycine site (G) of pro-LC3A at ETF**G**F(stop) and pro-LC3B at ETF**G**TAMAV(stop) to generate LC3A-I and LC3B-I, respectively (53, 54). 

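In the mouse reference, GRCm38 with GENCODE transcripts, Map1lc3a (LC3A) lies on the plus strand of chromosome 2 from 155276297 to 155278073 and Map1lc3b (LC3B) on the plus strand of chromosome 8 from 121590361 to 121598760. The transcript Map1lc3a-201 has 4 exons and encodes 121 amino acids. Its coding sequence ends in GAAACCTTCGGCTTCTGA, which is ETFGF and the stop codon, in exon 4 at positions 155277620 to 155277637. The glycine is residue 120 and 1 residue follows it. The transcript Map1lc3b-201 also has 4 exons and encodes 125 amino acids. Its end, GAGACATTCGGGACAGCAATGGCTGTGTAA, which is ETFGTAMAV and the stop codon, lies in exon 4 at positions 121596741 to 121596770. The glycine is again residue 120, and 5 residues follow it. The 5ʹUTR of these transcripts is 310 nucleotides long in LC3A and 164 in LC3B, and the 3ʹUTR is 436 nucleotides long in LC3A and 1990 in LC3B.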

LC3A-I and LC3B-I are further lipidated by the Atg enzyme to produce LC3A-II and LC3B-II, which bind to autophagosomes and initiate autophagy (55).

First, we used Western blot analysis to examine the status of LC3A and LC3B conversion in HD and control striatal cells, with the help of antibodies that detects both the I and II forms of LC3A and LC3B. In general, we observed higher basal LC3B-II levels than LC3A-II levels in all of the groups of striatal cells (Fig. 4*A*, arrows). However, both the LC3A-II and LC3B-II levels were higher in the HD cells than in the control cells (Fig. 4 *A* and *B*). This finding indicates that the steady-state basal autophagy levels are higher in HD cells than in control cells, as reported in previous studies (56–58).

**Fig. 4.**
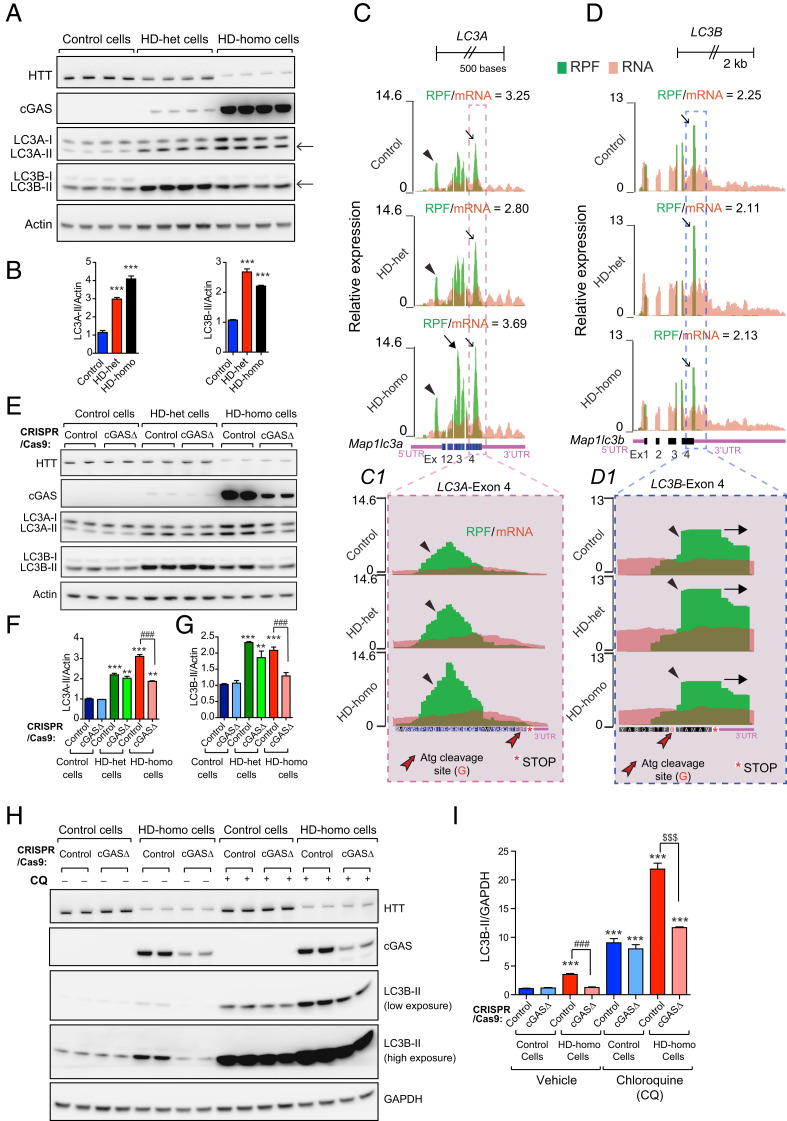
cGAS regulates autophagy in HD cells. (*A*) Representative Western blot of indicated proteins from control, HD-het, and HD-homo striatal neuronal cells. Arrows indicate LC3A-II and LC3B-II. (*B*) Bar graph represents quantification of indicated proteins from *A*, normalized with actin. Data presented as mean ± SEM, (*n* = 4, independent experiments), ***P < 0.001 compared to control cells by one-way ANOVA followed by Tukey’s post hoc test. (*C* and *D*) Graphs showing overlay of RPF/mRNA reads for *LC3-A* (*C*) and *LC3B* (*D*) transcript obtained from the UCSC browser. *Insets C1* and *D1* show exon 4 of *LC3-A* and *LC3-B* transcript. Arrowheads indicate the position of ribosome occupancy and red arrow shows Atg cleavage site (Glycine, G). Ribosome footprints are shown from pooling all three replicates for control, HD-het, and HD-homo cells. (*E*) Representative Western blot of indicated proteins from control, HD-het, and HD-homo striatal neuronal cells that are generated using control CRISPR/CAS-9 (control) or cGAS gRNA expressing CRISPR/CAS-9 cells (cGAS-depleted cells, cGASΔ). (*F* and *G*) Bar graph represents quantification of LC3A-II (*F*) and LC3B-II (*G*) proteins from *E*, normalized with actin. Data presented as mean ± SEM (*n* = 3 independent experiments), **P < 0.01, ***P < 0.001 compared to control CRISPR/Cas9 in control cells, ^###^*P* < 0.001 between control CRISPR and cGASΔ in HD-homo cells by by one-way ANOVA test followed by Tukey’s post hoc test. (*H*) Western blots of indicated proteins from control cells and HD-homo cells treated with vehicle or chloroquine (CQ, 4 h, 50 μM). (*I*) Bar graph represents quantification LC3B-II from *H*, normalized with GAPDH. Data presented as mean ± SEM (*n* = 3, independent experiments), ***P < 0.001 compared to control CRISPR/Cas9 in control cells, ^###^*P* < 0.001 between contol CRISPR (vehicle) and cGASΔ (vehicle) in HD-homo cells and ^$$$^*P* < 0.001 between control CRISPR and cGASΔ in HD cells after CQ treatment, by one-way ANOVA followed by Tukey’s multiple comparison.

Next, we explored why the basal LC3B-II conversion was higher than the basal LC3A-II conversion in HD cells (Fig. 4*A*, arrows). We speculated whether this difference was attributable to differences in the proforms of LC3A and LC3B in HD cells. As there are no antibodies available for the detection of the mouse or human proforms of LC3A and LC3B, we used the RPF/mRNA data (an indicator of ribosome occupancy) for *LC3A* and *LC3B* in the HD and control striatal cells (38) as an indirect measurement of the levels of the uncleaved proforms of LC3A and LC3B. As shown in Fig. 4*C*, the *LC3A* mRNA, which has four exons, showed high ribosome occupancy in the 5ʹUTR (Fig. 4*C*, arrowheads), and in exon 3 and exon 4 (Fig. 4*C*, thin arrows) (compared to exons 1 and 2). The ribosome occupancy was slightly higher in the HD-homo cells (Fig. 4*C*, closed arrow) than in the HD-het and control cells. Moreover, the ribosomes appear stalled on exon 4 (Fig. 4 *C*, *C1 Inset*, arrowheads) just before the Atg cleavage site (ETF**G**F) and the stop codon (Fig. 4 *C*, *C1 Inset*), both in the HD and control cells. 

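The mRNA under this ratio for LC3A, listed as Map1lc3a, had between 669 and 1738 reads per library. Its normalized CPM was 21.8 ± 1.78 (SD, n = 3) in control cells, 38.3 ± 1.47 (SD, n = 3) in HD-het cells and 40.8 ± 0.282 (SD, n = 3) in HD-homo cells. The log2 fold change of Map1lc3a against control cells was 0.82 in HD-het cells (standard error 0.0715, adjusted p = 2.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.91 in HD-homo cells (standard error 0.0714, adjusted p = 8.5e-07 from the same test). Between the HD lines it was 0.09 (standard error 0.0696, adjusted p = 0.264 from the same test, between 0.141 and 0.539 over the alternative settings). With the replicate number as a block the HD-het value was 0.82 (adjusted p = 6.5e-06, r = 0.195 between same-numbered libraries) and the value between the HD lines 0.09 (adjusted p = 0.216, r = 0.149).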

Next, the RPF/mRNA profile of *LC3B* exhibited four exons. High ribosome occupancy was observed on exon 4 (compared to exons 1, 2, and 3) in both the HD and control cells (Fig. 4*D*, arrowheads). 

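The LC3B mRNA, listed as Map1lc3b, had between 1989 and 3333 reads per library. In GENCODE the gene shares its strand and position with Gm20388. For LC3B the normalized CPM was 65.6 ± 3.39 (SD, n = 3) in control cells, 91.7 ± 2.92 (SD, n = 3) in HD-het cells and 65.5 ± 8.37 (SD, n = 3) in HD-homo cells. The log2 fold change of Map1lc3b against control cells was 0.48 in HD-het cells (standard error 0.0840, adjusted p = 4.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the replicate number as a block 0.48 (adjusted p = 7.8e-04, r = 0.195 between same-numbered libraries). In HD-homo cells it was -9.0e-04 (standard error 0.0841, adjusted p = 0.994 from the same test, between 0.154 and 1 over the alternative settings), and its sign changed with the normalization and with the libraries included.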

Interestingly, in contrast to LC3A, the 5ʹUTR of LC3B did not show ribosome occupancy (Fig. 4*D*). Furthermore, in contrast to LC3A, the ribosomes appear stalled on exon 4 after the cleavage site of the protease Atg (Fig. 4 *D*, *D1 Inset*, arrowheads), and appeared to read through the stop codon and further into the 3ʹUTR (Fig. 4 *D*, *D1 Inset*, arrow).

Taken together, the RPF/mRNA data of LC3A and LC3B indicate that they are translationally regulated by the regulation of the ribosome occupancy, which might explain the higher basal levels of LC3B-II than LC3A-II in HD cells.

### Role of cGAS in Mediating Autophagy Flux in HD Cells.

Previous studies indicate that the cGAS/STING pathway also regulates autophagy (29–31), which is a major catabolic process affected in HD (21, 59). We, therefore, investigated the role of cGAS in the regulation of autophagy in HD cells. To this end, we examined basal autophagy in cGASΔ-HD-het, cGASΔ-HD-homo, and cGASΔ-control cells. The cGASΔ-HD-homo cells showed a robust reduction in LC3A-II (Fig. 4 *E* and *F*) and LC3B-II (Fig. 4 *E* and *G*), and the cGASΔ-HD-het cells showed a slight decrease in LC3A-II (Fig. 4 *E* and *F*) and LC3B-II (Fig. 4 *E* and *G*). This result indicates that cGAS up-regulation controls the autophagy response in HD cells.

Next, we investigated whether cGAS modulates autophagy flux in HD, as previous studies suggest that HD cells show enhanced autophagy flux as well as cargo-loading defects (56, 58, 60). We treated cGASΔ-HD-homo cells and control cells with chloroquine (CQ), which is a known inhibitor of autophagy flux (61, 62). As shown in Fig. 4 *H* and *I*, we observed an ∼2.5-fold increase in LC3B-II conversion in HD-homo cells compared to control cells, and this difference was further enhanced in the presence of CQ. This finding indicates that basal autophagy flux is increased in HD. Finally, cGAS depletion (cGASΔ) in both vehicle- and CQ-treated HD-homo cells resulted in a decrease in LC3B-II formation compared to the corresponding control cells (Fig. 4 *H* and *I*). Together these results indicate that cGAS promotes autophagy flux in HD by enhancing LC3B-II formation (i.e., the formation of autophagosomes).

### Effect of Reconstitution of cGAS on the Autophagy and Inflammatory Response in cGAS-Depleted HD Cells.

Next, we introduced exogenous GFP-tagged cGAS (GFP-cGAS) into cGASΔ-HD-homo cells and cGASΔ-control cells to confirm the role of cGAS in autophagy and inflammatory responses in HD. After the reconstitution of cGAS (cGAS^Re^) in the cGASΔ-HD-homo cells, we observed robust induction of pSTING (Ser365) (Fig. 5 *A* and *B*) and pTBK1 (Ser172) (Fig. 5 *A* and *C*). In addition, cGAS^Re^ induced robust up-regulation of autophagy, as indicated by the LC3B-II conversion, in the cGASΔ-HD-homo cells (Fig. 5 *A* and *D*). cGAS^Re^ in the cGASΔ-HD-homo cells also resulted in an increase in the mRNA levels of the inflammatory response genes *Ccl5* and *Cxcl10*, compared to the control cells (Fig. 5*E*). Notably, cGAS^Re^ in the cGASΔ-control cells also induced cGAS activity, and the autophagy and inflammatory responses, albeit at a lower level compared to HD-homo cells (Fig. 5). This finding indicates that mHTT is required for enhanced cGAS activity.

**Fig. 5.**
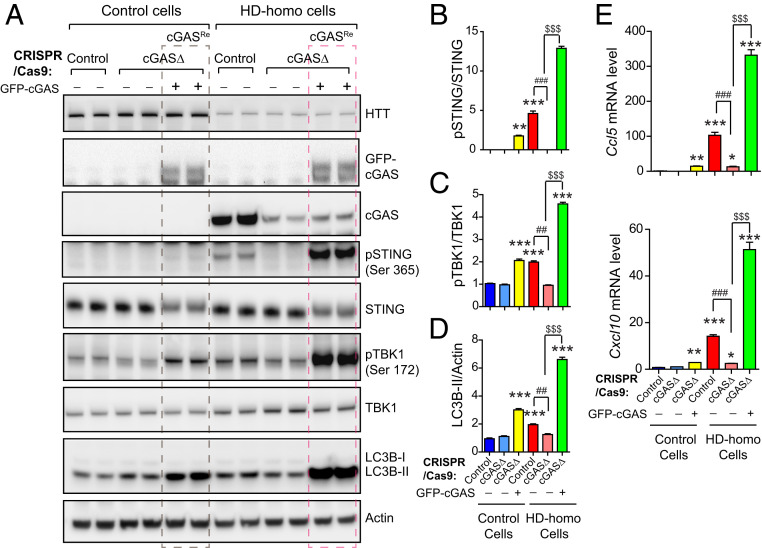
cGAS reconstitution in cGAS-depleted HD striatal neuronal cells reactivates cGAS signaling and inflammatory responses. (*A*) Representative Western blot of indicated proteins from control and HD-homo striatal neuronal cells that are generated using control CRISPR/CAS-9 (control) or cGAS gRNA expressing CRISPR/CAS-9 cells (cGAS-depleted cells, cGASΔ). cGASΔ control cells or HD-homo cells were transfected with GFP-cGAS as indicated. (*B*–*D*) Bar graph represents quantification of indicated proteins from *A*, normalized with actin. Data presented as mean ± SEM, (*n* = 3, independent experiments), **P < 0.01, ***P < 0.001 compared to control CRISPR/Cas9 in control cells, ^##^*P* < 0.01, ^###^*P* < 0.001 between control CRISPR/Cas9 and cGASΔ in HD-homo cells and ^$$$^*P* < 0.001 between HD-homo cells cGASΔ and HD-homo cells cGASΔ with GFP-cGAS reconstitution by one-way ANOVA followed by Tukey’s post hoc test. (*E*) qPCR analysis of *Ccl5* and *Cxcl10* mRNA. Bar graph represents quantification of indicated mRNA, normalized with *Gapdh*. Data presented as mean ± SEM, (*n* = 3, independent experiments), *P < 0.05, **P < 0.01, ***P < 0.001 compared to control CRISPR/Cas9 in control cells, ^###^*P* < 0.001 between control CRISPR/Cas9 and cGASΔ in HD-homo cells and ^$$$^*P* < 0.001 between HD-homo cells cGASΔ and HD-homo cells cGASΔ with GFP-cGAS reconstitution by one-way ANOVA followed by Tukey’s post hoc test.

Together, these results indicate that cGAS reconstitution restores cGAS activity, and autophagy and inflammatory responses in cGAS-depleted HD cells. Thus, cGAS may play a critical role in the pathogenesis of HD.

### cGAS Enrichment in Lysosomal and Mitochondrial Fractions and Coimmunoprecipitation with mHTT.

Previous studies have reported that cGAS is localized to the nucleus, plasma membrane, or intercellular organelles (63–65). We investigated the localization of cGAS in HD striatal cells by using a biochemical method (Fig. 6*A*). We found that cGAS was enriched in the cytoplasm, and a considerable amount was also detected in the nuclear fractions (Fig. 6*A*). To further investigate the intracellular localization of cGAS in the cytoplasm, we performed density-based gradient centrifugation and subcellular separation of organelles (Fig. 6*B*). We found that the cGAS-containing fractions sedimented at lighter density fractions that were enriched in autophagic/lysosomal markers and LC3B-II/LAMP1, as well as, to some extent in higher density fractions that were enriched in mitochondrial marker, SDHA (Fig. 6*B*). Thus, cGAS is enriched in the cytoplasm, lysosomal, and mitochondrial fractions in HD-homo striatal cells.

**Fig. 6.**
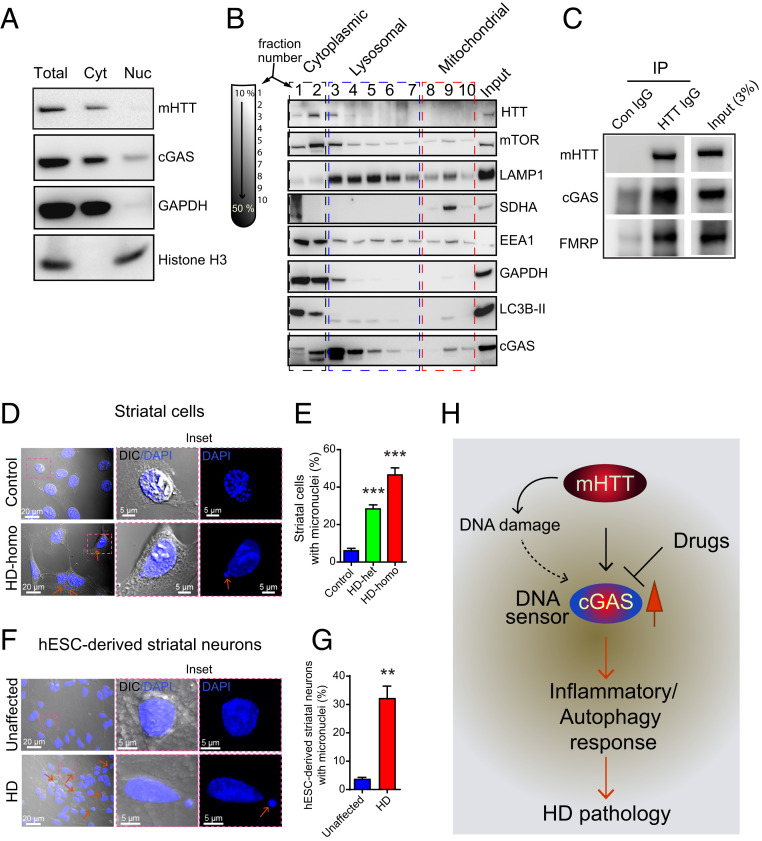
HD cells harbor cytoplasmic micronuclei. (*A*) Representative Western blot of indicated proteins, lysed from cytoplasmic (C) and nuclear (N) fractions from HD-homo striatal neuronal cells. Total is whole-cell lysate. (*B*) Western blots for indicated proteins isolated from the fractions obtained from sucrose density based gradient centrifugation of HD-homo cells. GAPDH and LAMP1 antibody was used to label cytoplasmic and lysosomal fractions, respectively. Mitochondrial fraction was labeled by SDHA antibody. (*C*) Western blot showing mHTT and cGAS binding in HD-homo cells. Cell lysate was immunoprecipitated by either control IgG antibody or HTT antibody and probed for HTT, cGAS, and FMRP. Blot is representative of three independent experiments. (*D*) Representative confocal and differential interference contrast (DIC) images of striatal cells acquired using Zeiss LSM 880 microscope. *Inset* is magnified area from selected region. Arrows represent micronuclei in cytoplasm. (*E*) Bar graph represents quantification of micronuclei in control, HD-het, and HD-homo cells from *D*. Data presented as mean ± SEM (control = 308 cells, HD-het = 458 cells, HD-homo = 134 cells), ***P < 0.001 by one-way ANOVA followed by Tukey’s post hoc test. (*F*) Representative confocal and DIC images of hESC-derived striatal neurons. *Inset* is magnified area from selected region. Arrow indicates micronuclei in the cytoplasm. (*G*) Bar graph represents quantification of micronuclei in unaffected and HD hESC-derived neurons from *F*. Data represented as mean ± SEM (unaffected = 569 neurons, HD = 403 neurons) **P < 0.01 by Student’s *t* test. (*H*) Model depicts mHTT expressing cells increases DNA sensor cGAS levels that controls inflammatory and autophagy responses and thus HD pathogenesis.

As mHTT interacts with multiple proteins, we examined whether mHTT also interacts with cGAS. Immunoprecipitation assay showed that cGAS does coimmunoprecipitate with mHTT. FMRP, a protein that is known to interact with mHTT, was also detected in the coimmunoprecipitated mHTT (Fig. 6*C*) (38). This finding indicates that mHTT interacts with cGAS and may regulate its activity.

### Enhanced Cytoplasmic Micronuclei in HD.

Finally, we considered the question of how cGAS is up-regulated. A previous study showed that cGAS can be up-regulated in the presence of cytoplasmic micronuclei (42), which are discrete DNA fragments that are independent of the main nucleus and may be indicative of DNA damage (66). Since we found rapid up-regulation of cGAS levels and activity in HD cells, we explored the possibility of micronuclei being present in HD cells. Indeed, we found numerous micronuclei in the HD-homo cells (43% of the cells), HD-het cells (30% of the cells) compared to the control cells (5% of the cells) (Fig. 6 *D* and *E* and *SI Appendix*, Fig. S1). Similarly, human HD striatal neurons, derived from human embryonic stem cells (hESCs), also showed numerous cytoplasmic micronuclei compared to neurons derived from unaffected hESCs (Fig. 6 *F* and *G*). We identified these neurons as medium spiny neurons (MSNs) as they were positive for DARPP-32, which is a marker of MSN (*SI Appendix*, Fig. S2). Together, these data indicate that HD cells harbor numerous micronuclei, which might contribute to the up-regulation of cGAS and its activity in HD.

## Discussion

The data presented here demonstrate that cGAS is up-regulated in HD and is causally linked to the promotion of inflammatory and autophagy responses that might contribute to HD pathology (Fig. 6*H*). Our working model predict that the DNA damage/repair observed in HD (67–70) may be a starting point for cGAS up-regulation (Fig. 6*H*). However, the mechanisms of DNA damage and repair or the formation of micronuclei, as discovered in this report and in an earlier report in HD (71), and how they trigger cGAS induction remain less clear (42, 46, 67).

Intriguingly, our Ribo-Seq and biochemical data showed that the ribosome occupancy of *cGAS* mRNA and its protein levels and activity are more enhanced in homozygous HD cells (HD-homo) than in heterozygous HD (HD-het) cells (Figs. 1 and 2). Thus, cGAS induction may be dependent on the copy number of mHTT. However, the mechanisms that contribute to the high ribosome occupancy in exon 1 of cGAS are unclear. Recently, we demonstrated that mHTT promotes stalling of ribosomes and inhibits global protein synthesis (38), and at the same time, the translation of select mRNA, such as *Fmr1* mRNA, is increased in HD. Therefore, it is possible that mHTT directly regulates the translation of *cGAS* mRNA via the modulation of ribosome occupancy on exon 1. Alternatively, cGAS mRNA may be transcriptionally induced in response to DNA damage and repair (67–70). In fact, this may enhance exon 1 ribosome occupancy and cGAS production. However, it is not clear whether high ribosome occupancy on exon 1 of cGAS is restricted to HD cells or whether it is a ubiquitous “ribosome signature” of *cGAS* mRNA in all cell types.

With regard to the mechanism by which cGAS promotes inflammatory response in HD, it is known that the active cGAS-STING pathway activates TBK1, which phosphorylates the transcription factors IRF3/IRF7, and these factors, in turn, regulate the inflammatory cytokines Ccl5 and Cxcl10 (47, 72, 73). The active TBK1 can also promote Ccl5 and Cxcl10 expression via Tlr signaling; thus, the inflammatory responses in HD may involve cGAS-dependent and cGAS-independent pathways. Previous studies have reported that Ccl5 and Cxcl10 are up-regulated in various HD models (74, 75). Interestingly, mHTT has been shown to inhibit the secretion of the Ccl5 protein, as immunocytochemical analysis showed stronger intracellular Ccl5 protein accumulation in HD astrocytes than in WT astrocytes (76). Our data indicate high ribosome occupancy on exon 3 of *Ccl5* in HD cells (Fig. 3*C*). The high ribosome occupancy of *Ccl5* could contribute to its defective secretion in HD, but this needs to be explored in a future study. Importantly, mHTT in astrocytes has been shown to influence the pathogenesis of HD, and physiological cGAS expression has been found to be higher in astrocytes than in neurons (77–79). Thus, cGAS might orchestrate the inflammatory response in HD via the canonical STING/TBK1 signaling pathway in nonneuronal cells.

Our study findings demonstrate the critical role of cGAS in the regulation of autophagy in HD cells. Previously, it was demonstrated that cGAS induced the activation and translocation of STING to the ER–Golgi intermediate compartment, which serves as the source for LC3-II formation (29). Interestingly, HTT can act as a scaffold for autophagy initiation by bringing together other autophagy regulators, such as p62 and ULK1 kinase, and promoting the formation of autophagosomes (80–82). Autophagy flux has been shown to be increased in HD (57, 58, 83), but HD cells also demonstrate defects in cargo delivery and loading into autophagosomes (84). Thus, the mechanisms of autophagy flux or its defects in HD are not fully understood (21, 59). We found high basal levels of LC3A-II and LC3B-II in HD striatal cells, compared to control cells, and demonstrated that HD cells show enhanced autophagy flux (Fig. 4). As cGAS is a known inducer of autophagy flux via enhancement of LC3-II formation (29, 30), we propose that cGAS may serve as a major regulator of autophagy flux in HD. However, it is not clear whether the cGAS-STING pathway alone is responsible for the autophagy flux in HD, or whether cGAS and mHTT affect different domains of the autophagy flux.

Although TBK1 has been shown to play a major role in cGAS-mediated inflammatory response, it has been demonstrated that cGAS-STING–mediated autophagy flux is TBK1-independent (29). However, TBK1 is involved in promoting autophagosome maturation (85). In this report, we demonstrated that TBK1 is highly up-regulated in HD cells, and its activity is dependent on cGAS. However, the HD-het cells displayed TBK1 activation that was high and comparable to that of HD-homo cells, even though they had very low cGAS levels (Fig. 2 *A* and *D*). Based on these findings, we propose that aberrant autophagy in HD can occur in a cGAS-dependent or TBK1-dependent fashion, and can affect both autophagosome formation and maturation. Moreover, mHTT, like TBK1, also regulates p62, NF-kB signaling, and mechanistic target of rapamycin complex 1 (mTORC1) signaling (27, 28, 86–92). Thus, mHTT and TBK1 may play a synergistic role in HD progression via more than one pathway.

Based on our Ribo-seq data, which is derived from isolating actively translating 80S ribosomes (38), for *LC3A* and *LC3B* mRNA, we predict the following: the ribosome occupancy on the 5ʹUTR of *LC3A* (Fig. 4*C*) may indicate that LC3A is translated through the 5ʹUTR or that it is involved in 5ʹUTR-dependent translational regulation (93–96). Furthermore, the ribosomes that accumulate after the cleavage site of the conserved protease Atg on exon 4 of *LC3B* mRNA and stop-codon read-through (Fig. 4*D*) may serve as a site for pro-LC3B cleavage by Atg to generate LC3B-I (97). Such a cotranslational mechanism may occur, for example, by the recruitment of protease Atg to the stop-codon read-through stalled ribosomes to generate the LC3B-I needed for lipidation and autophagy initiation. Analogous cotranslational proteolytic events are described for N-terminal methionine excision events that unmask glycine for lipidation, which is required for cell-signaling mechanisms (98). Therefore, we predict that LC3A and LC3B may be differentially regulated via cotranslational proteolytic events to initiate autophagy, which might additionally contribute to the cGAS-mediated autophagy in HD.

The striatum is the most vulnerable region in HD. However, the mechanisms that promotes striatal damage remain unclear, as do the mechanisms via which cGAS activation in HD regulates striatal vulnerability. We speculate that in the striatum, Rhes, a GTPase/SUMOE3-like protein, which increases mHTT solubility and promotes cell-to-cell transport of mHTT via tunneling-nanotube–like membrane protrusions, might participate in cGAS activity and propagate inflammatory and autophagy responses via intercellular signaling (99–104).

Our mechanistic model, which is based on data integrated from ribosome profiling, and molecular and biochemical approaches, provides deep insight into the causal role of cGAS signaling in fostering inflammatory and autophagic responses in the HD cell model. Thus, our study illustrates the translational potential of cGAS inhibition in alleviating HD symptoms and progression.

## Materials and Methods

### Cell Culture, Antibodies, Plasmids, and Human Tissue.

Mouse ST*Hdh*^*Q7/Q7*^ (control), ST*Hdh*^*Q7/Q111*^ (HD-het), and ST*Hdh*^*Q111/Q111*^ (HD-homo) striatal neuronal cells (37) were obtained from the Coriell Institute and cultured as described in our previous works (92, 101, 105). For autophagy flux measurements, 50 μM CQ (dissolved in water) was added to cells for 4 h. Details about antibodies plasmids and human tissue used in the study can be found in *SI Appendix*. cDNA preparation, real-time PCR, nuclear/cytoplasmic and subcellular fractionation, Western blotting, and imaging details can be found in *SI Appendix*.

### hESC-Derived Neuron Culture.

Unaffected (Genea-019) and HD-affected (HTT-48Q, Genea-020) hESC lines were obtained from the Cure Huntington Disease Initiative. The lines were grown and expanded in feeder-free conditions on vitronectin using Essential 8 plus medium (Thermo Fisher Scientific) at 37 °C and 5% CO_2_. Medium was replaced daily. hESCs were differentiated into striatal neurons using a previously described protocol (106) (*SI Appendix*).

### Ribosome Profiling.

RNase foot printing, generation of cDNA libraries from ribosome protected mRNAs, generation of cDNA libraries and sequencing, generation of mRNA-seq libraries, Ribo-seq, RNA-seq quality control, and mapping the reads to the University of California, Santa Cruz (UCSC) browser and ribosome pause analysis, were carried out as described in our previous work (38). A full UCSC Genome Browser link for the global ribosome footprints pooling all three replicates for control, HD-het and HD-homo cells can be found at https://genome.ucsc.edu/cgi-bin/hgTracks?hubUrl=Https://de.cyverse.org/anon-files/iplant/home/rmi2lab/Hub_Collaborations/Srini/hub.txt&genome=mm10.

### Mice.

C57BL/6J (WT) and the zQ175 neo-deleted knockin mouse (B6J.129S1-Htt^tm1.1Mfc^/190ChdiJ, stock no. 029928) obtained from Jackson Laboratories and maintained in our animal facility according to Institutional Animal Care and Use Committee at The Scripps Research Institute. Three- to 4-mo-old mice were used for the experiment.

### Generation of cGAS-Depleted Striatal Cells.

cGAS-depleted striatal cells (cGASΔ) were generated using cGAS CRISPR/Cas9 plasmids from Santa Cruz Biotechnologies, as described previously (99, 100). (*SI Appendix*).

### Statistical Analysis.

Unless otherwise noted, all experiments were carried out in duplicates and repeated at least three times. The statistical comparison was carried out between groups using one-way ANOVA followed by Tukey’s multiple comparison test or Student’s *t* test, and significance values were set at *P* < 0.05, using GraphPad Prism 7.

### Data Availability.

Sequencing data have been submitted to the Gene Expression Omnibus (GEO) data repository, under accession no. GSE146674.

## Supplementary Material

Supplementary File

# Supplementary material for: Cyclic GMP-AMP synthase promotes the inflammatory and autophagy responses in Huntington disease
**Source:** Proc Natl Acad Sci U S A. 2020 Jun 24;117(27):15989–99. doi: 10.1073/pnas.2002144117
**Supplement:** Supplementary File

## **SI Appendix**

### **SI Methods**

#### **Antibodies, Plasmids and treatment**

Huntingtin (MAB2166) and PolyQ (P1874) antibodies were obtained from Millipore-Sigma. Actin (sc-47778), GAPDH (sc-365062), cGAS (sc-515777) and DARPP-32 (sc-271111) antibodies were purchased from Santa Cruz Biotechnology. Huntingtin (5656), mTOR (2983), FMRP (4317), LC3A (4599), LC3B (3868), STING (50494), phospho-STING Ser365 (72971), cGAS (31659), TBK1 (3504), phospho-TBK1 Ser172 (5483), IRF3 (4302), phospho-IRF3 Ser396 (29047), LAMP1 (9091), SDHA (11998), EEA1 (2411), and MAP2 (8707) antibodies were purchased from Cell Signaling Technology. HRP-conjugated secondary antibodies [goat anti-mouse (115-035-146) or goat anti-rabbit (111-035-144)] were from Jackson ImmunoResearch Inc. Alexa Fluor 488 and Alex Fluor 568-conjugated secondary antibodies for immunocytochemistry were from Thermo Fisher Scientific. pTRIP-SFFV-EGFP-FLAG-cGAS was a gift from Nicolas Manel (Addgene plasmid #127661) PSL Research University, INSERM, Paris, France.

#### **hESC-derived neuron culture**

hESCs were differentiated into striatal neurons using a previously described protocol (SI ref. 1). Briefly, on Day 0, hESCs were detached with Versene to form embryoid bodies (EBs) in Neural induction medium (NIM, DMEM/F12: Neurobasal plus (1:1), 1x N2 supplement, 1x B27 supplement, 1x GlutaMAX, 1x penicillin streptomycin) plus LDN-193189 (100 nM, Sigma), SB431542 (10  $\mu$ M, Sigma), XAV939 (4  $\mu$ M, Selleck), SAG (100 nM, Selleck). The EBs were then plated in neural proliferation medium (NPM, DMEM/F12: Neurobasal plus (1:1), 0.5x N2 supplement, 1x B27 supplement, 1x GlutaMAX, 1x penicillin streptomycin) plus LDN-193189 (100 nM), SB431542 (10  $\mu$ M), XAV939 (4  $\mu$ M), SAG (100 nM) onto plastic plates coated with polyornithine (15  $\mu$ g/ml, Sigma)/laminin (5  $\mu$ g/ml, Sigma)/fibronectin (5  $\mu$ g/ml, Thermo fisher Scientific) on Day 4. Next day the medium was changed to NPM medium plus LDN-193189 (100 nM), SB431542 (10  $\mu$ M). Medium was changed every other day. On Day 9, medium was changed to NPM medium without any small molecules. Within days 11–16 of differentiation, the cells were dissociated with Accutase and replated onto polyornithine/fibronectin/laminin-coated

coverslips in neural differentiation medium (NDM, Neurobasal plus, 1x B27 supplement, 1x GlutaMAX, 1x penicillin streptomycin) plus ascorbic acid (AA, 0.2 mM, Sigma), and DAPT (1 $\mu$ M, Tocris), BDNF (20 ng/ml, Prospec), GDNF (10 ng/ml, Prospec). The medium was changed every other day with NDM medium supplemented with AA (0.2 mM), and DAPT (1 $\mu$ M), BDNF (20 ng/ml), GDNF (10 ng/ml). The differentiated striatal neurons on Day 22 were used for staining with DAPI and immunostaining with MAP2, DARPP32 antibodies as described in our earlier studies (SI ref. 2, 3).

### **Human HD patient samples**

Human brain tissue (Caudate nucleus) samples of grade 1 HD-affected patient (HSB # 3358, 2706, 3744), grade 2 HD-affected patient (HSB # 2858, 3432, 3635, 3872, 4072, 3159), grade 3 HD-affected patient (HSB # 4344, 2869, 2972, 4518, 4254), grade 4 HD-affected patient (HSB # 5078, 2903) and normal donor controls (HSB # 4615, 4823, 5293, 4340, 4135) were obtained from the Human Brain and Spinal Fluid Resource Center VA West Los Angeles Healthcare Center, Los Angeles, CA.

### **Generation of cGAS depleted striatal cells**

First, we transfected the striatal neuronal cells (control, HD-het and HD-homo) with cGAS CRISPR/Cas9 plasmid (sc-437363) or CRISPR/Cas9 control plasmid (sc-418922) in 10cm dish. After 48 h we sorted the cells based on GFP fluorescence and re-cultured them. We passaged them 2-3 time and prepared lysate to confirm the cGAS depletion by Western blotting using cGAS antibody. Exogenous pTRIP-SFFV-EGFP-FLAG-cGAS (GFP-cGAS) was transfected into the cGAS $\Delta$ -HD-homo cells and cGAS $\Delta$ -control cells to further investigate the role of cGAS in autophagy and inflammatory responses in HD.

### **Western blotting**

To check the protein expression level striatal neuronal cells (control and HD) were plated in 6 well plate (2x10<sup>5</sup> cells per well). After 24 hours, cells were washed in PBS and lysed in buffer containing 1% Triton X-100 in 50 mM Tris-HCl, pH 7.4, 150 mM NaCl and 1x protease inhibitor cocktail (Roche, Sigma) and 1x phosphatase inhibitor (PhosStop,

Roche, Sigma), sonicated for 3 x 5 sec at 20% amplitude, and cleared by centrifugation for 10 min at 11,000g at 4°C . Protein concentration was determined with a bicinchoninic acid (BCA) protein assay reagent (Pierce). Equal amounts of protein (30-40 µg) were loaded and were separated by electrophoresis in 4 to 12% Bis-Tris Gel (Thermo Fisher Scientific), transferred to polyvinylidene difluoride membranes, and probed with the indicated antibodies. HRP-conjugated secondary antibodies (Jackson ImmunoResearch Inc.) were probed to detect bound primary IgG with a chemiluminescence imager (Alpha Innotech) using enhanced chemiluminescence from WesternBright Quantum (Advansta) (SI ref. 4). The band intensities were quantified with ImageJ software (NIH). Phosphorylated proteins were then normalized against the total protein levels (normalized to actin or GAPDH). Mice striatal tissues were homogenized in radioimmunoprecipitation assay (RIPA) buffer [50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1.0% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS,] with 1x complete protease inhibitor cocktail (Roche, Sigma) and 1x phosphatase inhibitor (PhosStop, Roche, Sigma), followed by a brief sonication for 2 x 5 sec at 20% amplitude and cleared by centrifugation for 10 min at 11,000g at 4°C. Protein estimation was done using a BCA method and proceeded to Western Blotting as mentioned above. Immunoprecipitation from HD-homo cells was carried out using HTT antibody as described before (SI ref. 5). Human tissue was homogenized in lysis buffer [50 mM tris (pH 7.4), 150 mM NaCl, 10% glycerol, and 1.0% Triton X-100] with protease and phosphatase inhibitors, followed by a brief sonication for 6 s at 20% amplitude and cleared by centrifugation for 10 min at 11,000g at 4°C. Protein estimation was done using a BCA method and proceeded to Western Blotting as mentioned above.

### **Real-time PCR**

RNA was extracted from the fractionated samples following lysis in Trizol reagent. 250 ng RNA was used to prepare cDNA using Takara PrimeScript 1st strand cDNA Synthesis Kit (Cat no. 6110A) using random hexamers. The qRT-PCR of genes was performed with SYBR green (Takara RR420A) reagents. Primers for all the genes were designed based on sequences available from the Harvard qPCR primer bank. 

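The printed primers were located in the GENCODE transcripts by exact match. In Gapdh, the forward primer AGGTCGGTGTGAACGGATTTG spans exons 2 and 3, the reverse primer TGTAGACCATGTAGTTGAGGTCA lies in exon 3, and the amplicon is 123 bases long. Both primers also match 43 other genes of the mouse annotation. The forward primer of Ccl5, GCTGCTTTGCCTACCTCTCC, lies in exon 2 and the reverse primer, TCGAGTGACAAACACGACTGC, spans exons 2 and 3, with an amplicon of 104 bases. In Cxcl10, CCAAGTGCTGCCGTCATTTTC lies in exon 1 and GGCTCGCAGGGATGATTTCAA in exon 2, with an amplicon of 157 bases. The primers of Ccl5 and Cxcl10 match 0 other genes.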

The primer sequences are as follows:

*Gapdh* mouse (Forward primer) 5' primer AGGTCGGTGTGAACGGATTTG  
(Reverse primer) 3' primer TGTAGACCATGTAGTTGAGGTCA  
*Ccl5* mouse (Forward primer) 5' primer GCTGCTTTGCCTACCTCTCC  
(Reverse primer) 3' primer TCGAGTGACAAACACGACTGC  
*Cxcl10* mouse (Forward primer) 5' primer CCAAGTGCTGCCGTCATTTTC  
(Reverse primer) 3' primer GGCTCGCAGGGATGATTTCAA  
*GAPDH* human (Forward primer) 5' primer GGAGCGAGATCCCTCCAAAAT  
(Reverse primer) 3' primer GGCTGTTGTCATACTTCTCATGG  
*CCL5* human (Forward primer) 5' primer CCAGCAGTCGTCTTTGTCAC  
(Reverse primer) 3' primer CTCTGGGTTGGCACACACTT  
*CXCL10* human (Forward primer) 5' primer CCAATTTTGTCCACGTGTTG  
(Reverse primer) 3' primer TTCTTGATGGCCTTCGATTC

### **Nuclear/cytoplasmic and Subcellular Fractionation**

For subcellular fractionation, HD-homo cells were trypsinized and lysed in buffer A of mitochondria isolation buffer (Thermo Fisher Scientific 89874) and kept on ice for 2 minutes. Buffer C was added to each sample and mixed by inverting 5 times. The homogenates were centrifuged at low speed (700g) for 10 minutes to separate nuclei and cell debris. The supernatants were immediately loaded on top of 10-50% sucrose gradients and centrifuged at 40000 RPM (SW41Ti rotor) at 4°C for 2 hours. The gradients were fractionated manually (10 x 1 ml fractions). Using methanol/chloroform, total protein of each fraction was precipitated. The protein pellets were resuspended in 2x LDS/ $\beta$ -mercaptoethanol lysis buffer and proceeded to Western Blotting as mentioned above.

### **Staining with DAPI**

Striatal neuronal cells (Control and HD-het, HD-homo) plated in glass bottom dishes or hESC-derived striatal neurons on coverslips were washed in D-PBS and fixed for 10 min in 4% PFA (Electron Microscopy Sciences). The cells were washed 3 times with D-PBS and incubated with DAPI (4',6-diamidino-2-phenylindole, Sigma) for 10 min.

### **Image processing and micronuclei quantification**

For control and HD-homo cells, fluorescent confocal images were taken in Zeiss LSM 880 microscope using 63X oil immersion Plan- apochromat objective (1.4 NA). Excitation was via a 405 nm diode-pumped solid-state laser. Pinholes were set so that the section thickness was equal for all channels and  $\leq 1$  AU. Images were acquired with an optimal Z-step of 0.27  $\mu\text{m}$  covering the whole cellular volume. Processing was performed with Zen software black/blue edition 2012. HD-het cells were imaged using Leica DM5500B microscope (100x objective). For micronuclei quantification, we counted the cells with small DAPI positive puncta separated from nucleus.

## SI References

- SI ref. 1      Wu M, *et al.* (2018) A Chemical Recipe for Generation of Clinical-Grade Striatal Neurons from hESCs. *Stem Cell Reports* 11(3):635-650.
- SI ref. 2      Shahani N, Subramaniam S, Wolf T, Tackenberg C, & Brandt R (2006) Tau aggregation and progressive neuronal degeneration in the absence of changes in spine density and morphology after targeted expression of Alzheimer's disease-relevant tau constructs in organotypic hippocampal slices. *J Neurosci* 26(22):6103-6114.
- SI ref. 3      Pryor WM, *et al.* (2014) Huntingtin promotes mTORC1 signaling in the pathogenesis of Huntington's disease. *Sci Signal* 7(349):ra103.
- SI ref. 4      Shahani N, *et al.* (2016) RasGRP1 promotes amphetamine-induced motor behavior through a Rhes interaction network ("Rhesactome") in the striatum. *Sci Signal* 9(454):ra111.
- SI ref. 5      Eshraghi M, *et al.* (2020) RasGRP1 is a causal factor in the development of L-DOPA-induced dyskinesia in Parkinson's disease. *Sci Adv* 6(18):eaaz7001.

## Striatal cells

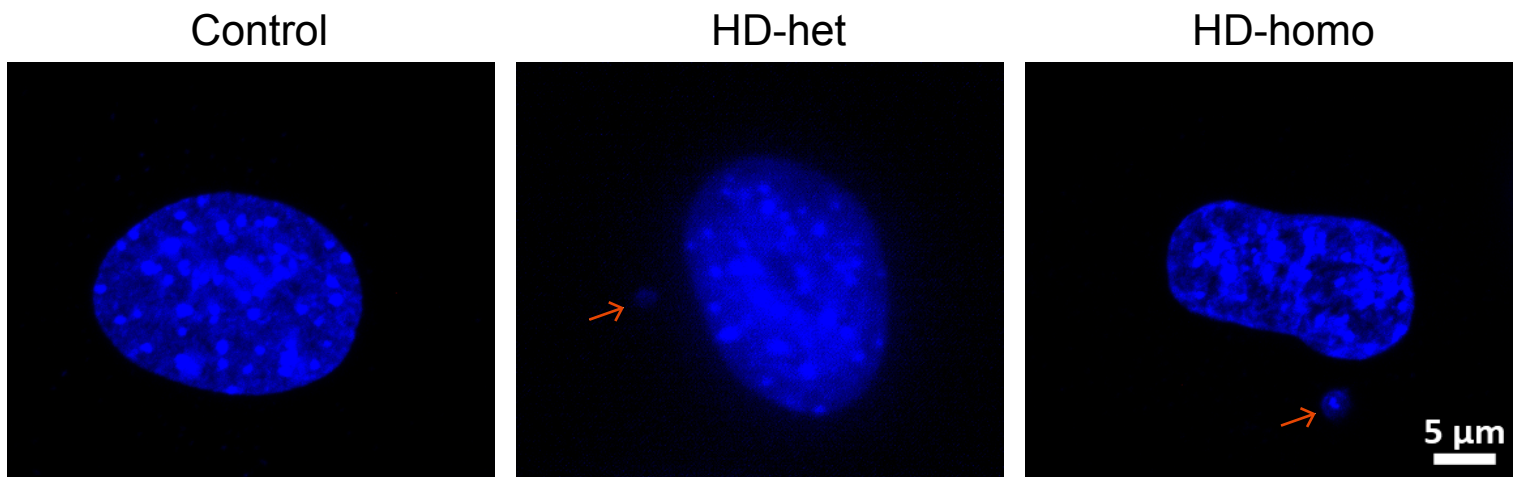

**Fig. S1.** Representative fluorescent image (for HD-het cell) acquired using Leica DM5500B microscope (100x objective) or of control and HD-homo cells (acquired using Zeiss LSM 880 microscope) stained with DAPI. Arrow shows presence of micronuclei in cytoplasm.

## Human embryonic stem cell derived medium spiny neurons

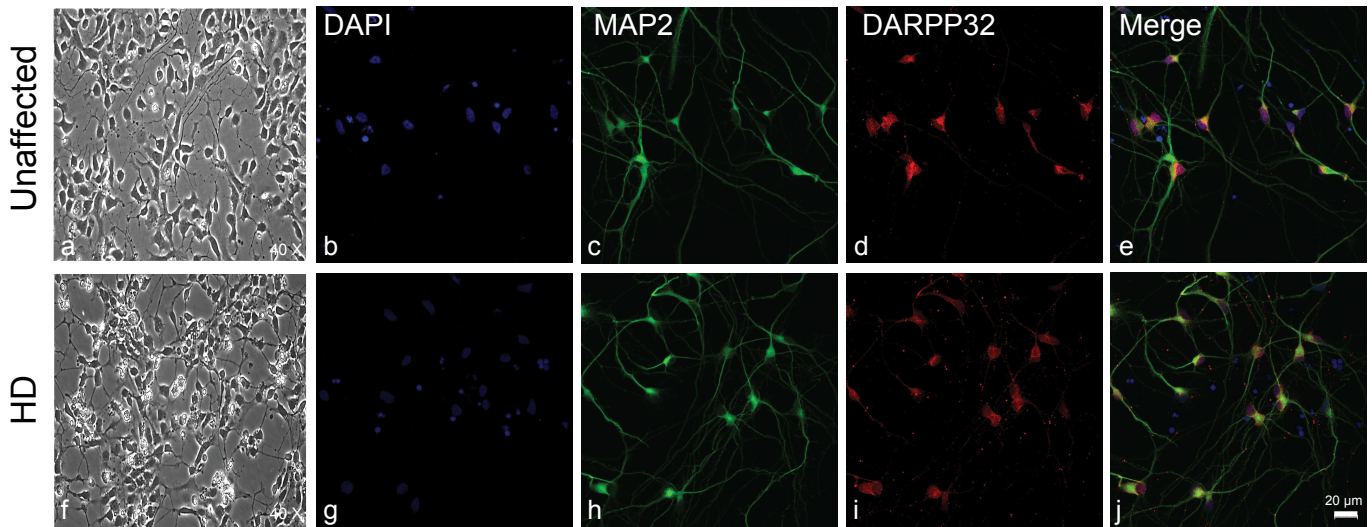

**Fig. S2. Embryonic Stem Cells Derived Medium Spiny Neurons:** A- (a & f) Phase contrast photomicrograph of medium spiny neurons derived from Healthy ESC (unaffected) and HD (48 CAG repeats) ESC at Day 25 of differentiation. (b-e, g-j) Confocal photomicrographs showing MAP2 and DARPP32 immunostaining confirming the identity of medium spiny neurons derived from Healthy and HD ESC acquired using Zeiss LSM 880 microscope.

How the deposited data were processed for this re-analysis (not part of the article)

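The data are RNA-seq counts from 3 immortalized mouse striatal cell lines, control, HD-het and HD-homo, with 3 replicate libraries each. The authors selected poly(A) RNA, prepared strand-specific libraries, sequenced them and counted the reads on each gene. The deposited values are raw counts by gene symbol, with no normalization, and the 9 columns were kept separate by replicate. The paper's text refers to the authors' earlier work for mapping and quality control and does not name the aligner, the counting program or the annotation. Whole numbers, and totals that differ between the columns, were checked in the table. It lists 36410 genes, of which 26 have a date in place of a symbol and 2 appear a second time by name. All genes were kept as listed.

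Ribosome-protected fragments were not part of the deposited count table, so no RPF/mRNA ratio was computed. The Western blots, the qPCR, the depleted cells, the mouse striatum and the human samples have no counts in the table and were left out.

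Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults (minimum count 10) and the 3 lines as groups, which left 13508 genes. Libraries were normalized by TMM, and normalized CPM (counts per megaread) used the normalized library totals over the tested genes. A quasi-likelihood model with 1 mean per line was fitted to all 9 libraries, and the lines were compared in 3 pairs by edgeR's quasi-likelihood test with its default prior count for the log2 fold change. The standard error was computed as the absolute log2 fold change over the square root of the test's F statistic. It is too small where a line had only a few reads. P values were adjusted by Benjamini-Hochberg within each comparison, and an adjusted p under 0.05 was taken as the threshold. The paper's text names no differential-expression test for these libraries. Its general statement on statistics gives Student's test and one-way analysis of variance, which were not applied to the counts.

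Gene sets for interferon-stimulated genes, chemokines and cytokines, autophagy and p53 targets were written before the data were examined and tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over the 12 tests. Older symbols of their members were matched, and the lists of immune cell markers and glycolysis genes were added, after the count table was opened. Genes are named in the text by a rule written at the same time. It takes the genes the paper names, the 5 largest increases and the 5 largest decreases in each HD line against control cells among genes past the threshold with at least 10 CPM in the higher line and no overlap, and from the other gene lists the extremes in HD-homo cells or, for short lists and the receptors and sensors, all members. Xrcc6 and Zbp1 belong to the list of sensors.

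Fold changes are ratios of mean normalized counts. Where all libraries of a line had 3 counts or fewer, the fold change was computed against that floor and is a lower bound. Totals ran from 29507665 to 41197931 counts per library, so that the floor lay between 0.0710 and 0.101 CPM. Floors cover counting error only.

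The pipeline was tested on simulated data in which 200 of 13314 genes changed between 2 lines. It called 200 of these, 5.66% of its calls were false, and it called 0 genes in a comparison without simulated changes. The changed genes were drawn from well-counted genes, with moderate changes balanced in direction, and no effect of replicate number was simulated. The test therefore does not bear on genes at the floor or on lines in which most genes differ.

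Each comparison was repeated with DESeq2's size factors within edgeR, with library totals only, with the Wald test of DESeq2 1.42.0, with no filter, with at least 10 counts in every library, with only the 2 lines compared, with the replicate number as a block, without each library in turn, after thinning to the smallest library, and with a prior count of 2. The counts of genes were also taken at an adjusted p under 0.01 and with a log2 fold change of at least 1. The set tests were repeated with fry, with an inter-gene correlation of 0.05 and without Ccl5, Cxcl10 and the most changed member. Fold changes of Cgas, Ccl5 and Cxcl10 were also taken relative to Gapdh. Summing the 2 listings of Cgas was chosen after seeing the data.

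Positions come from RefSeq and GENCODE release 21 on GRCm38, matched by symbol for 99.0% and 98.4% of the tested genes. The share of 50-base words that a transcript has in common with other genes was used as a measure of reads that could be counted on more than 1 gene.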

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

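Chosen only after the result was seen were the tests of depth and normalization for the interferon-stimulated genes, those of depth, normalization and shared reads for Htt and for the genes that changed in opposite directions, the test without the leading chemokines, and the count of other splits for the interferon-stimulated genes in HD-homo cells. The other tests were written down before their results were seen. Because each genotype is 1 cell line, a difference between lines cannot be assigned to the mutant allele in any of the results.

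The first group of results concerns genes of the paper that changed in opposite directions in the HD lines. Against control cells, Tmem173 (Sting) and Rel were lower in HD-het and higher in HD-homo cells, while Irf3, Sqstm1 and Ulk1 were higher in HD-het and lower in HD-homo cells, each at an adjusted p under 0.05. Between the HD lines, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change of HD-homo against HD-het cells was 1.35 for Tmem173 (adjusted p = 5.3e-08), 1.15 for Rel (adjusted p = 1.3e-04), -0.67 for Irf3 (adjusted p = 1.3e-05), -0.84 for Sqstm1 (adjusted p = 2.8e-06) and -0.58 for Ulk1 (adjusted p = 5.5e-06). These genes were chosen for opposite directions against control cells, which fixes a difference between the HD lines in advance. All 1961 tested genes with opposite directions also passed between the HD lines. The comparison therefore gives the size of the difference and is not a separate test. With the replicate number as a block (r = 0.149 between same-numbered libraries of the HD lines) the value was 1.35 for Tmem173, 1.13 for Rel, -0.67 for Irf3, -0.84 for Sqstm1 and -0.58 for Ulk1. The increase of Rel in HD-homo cells is the least secure of these directions. Its log2 fold change of 0.47 (adjusted p = 0.0369, between 0.0148 and 0.142 over the alternatives) fell to 0.19 without HD-homo replicate 2 and did not pass in 6 alternatives. The increase of Irf3 in HD-het cells and the decrease of Sqstm1 in HD-homo cells each did not pass in 2, while both directions of Tmem173 and Ulk1 passed in all. With library totals in place of TMM normalization 5 of the 5 genes passed in opposite directions, and after thinning to the smallest library 5 did. At most 0.122% of the 50-base words of their transcripts occur in other genes. Over all tested genes, 1961 changed in opposite directions against control cells at an adjusted p under 0.05 in both HD lines, and 3413 in the same direction. The HD-het mean lay between those of control and HD-homo cells for 2979 of the 7910 genes that differed in HD-homo cells, or 37.7%. The TMM factors lay between 0.984 and 1.03, so the change to library totals could move these values only little and is a weak test of normalization. Shifts of whole chromosomes were not tested for these 5 genes. The median log2 fold change of chromosome 7, which holds Irf3, was 0.13 in HD-het and -0.18 in HD-homo cells, the directions of Irf3. On chromosome 18, which holds Tmem173, the HD-het median was 0.33, against the direction of Tmem173. For chromosomes 5 and 11, which hold the others, the medians lay between -0.08 and 0.11. The tests of depth and shared reads did not account for the opposite directions of the 5 genes, and a difference between the lines in the regulation of these genes may underlie them, as a hypothesis that these data cannot separate from other differences between 3 lines.

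The second result is an increase of interferon-stimulated genes, a list beyond the genes the paper discusses. In HD-homo cells the median log2 fold change of 37 such genes against control cells was 4.49 (camera, adjusted p = 2.0e-19 over 12 set tests), with 36 members higher, and it was above control in 3 of 3 libraries. Taken by library as log2 of the CPM plus 1, the medians were 2.04, 1.88 and 2.43 in HD-homo replicates 1, 2 and 3. The added 1 shrinks the changes of genes with a low CPM, so these medians are not comparable with the fitted value. The block on replicate number gave 4.49 (adjusted p = 9.9e-24, r = 0.0422 between same-numbered libraries). The highest log2 fold change in the fit was that of Oasl1, 11.05, which rests on 0 reads in the control libraries. It was 7.06 with a prior count of 2, and the counts themselves show an increase of at least 82.3-fold, so Oasl1 need not be the most increased member. The only decrease was that of Ifit2, at -0.46. In HD-het cells the median was 1.09 (adjusted p = 0.138, between 0.0071 and 0.410 over the alternatives), and with the replicate block 1.09 (adjusted p = 0.0276, r = 0.195). Taken by library as log2 of the CPM plus 1, the HD-het medians were 0.23, 0.26 and 0.25 in replicates 1, 2 and 3. The median log2 fold change between the HD lines was 2.56 (adjusted p = 5.4e-11), and with the block 2.56 (adjusted p = 2.2e-13, r = 0.149).

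Several technical explanations were tested for this increase in HD-homo cells. With library totals only the median was 4.51, a weak test since the TMM factors are all near 1, and after removal of the trend on GC content and gene length it was 4.34. That trend explains 0.560% of the variance, so the correction had little to remove and says little about either property as a cause. After thinning to the smallest library it was 4.61, where an effect of depth would have lowered it. The rise was larger than the margin of 0.1 set for that test, so by the margin alone the test is undecided. An increase due to depth would shrink at equal depth, and the median of 4.61 there argues against depth for these genes as a set. Median totals were also near each other, 32280309 counts in control and 33580623 in HD-homo libraries. RNA from immune cells in the cultures would raise their markers, and the median over 12 marker genes of the mean count was 1.67 in HD-homo and 0.167 in control libraries, under the floor of 3 counts in both. The 3 markers with a mean over 10 counts, named after their values were seen, were higher in HD-homo libraries, from 17.3 to 72.3 reads on average for Csf1r, from 133 to 364 for Cd14 and from 57.7 to 88.7 for Cd68, though the increase of Cd68 did not pass (adjusted p = 0.117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptprc fell from 6 to 2.33 reads and Cx3cr1 from 3 to 2, and 4 of 12 markers had 0 reads in both lines. HD-het libraries, with Cd68 at 117 reads, had the same median of 1.67 as HD-homo libraries. The markers thus do not move together, and a small amount of such RNA is not excluded. Gain of a single chromosome would gather the members on it, and the 33 members with a log2 fold change over 1 and a matched position lay on 13 chromosomes with at most 15.2% of them on 1. An interferon response of the HD-homo line remains a candidate explanation.

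The third result is an increase of chemokines and cytokines in HD-homo cells. The median log2 fold change of 19 tested genes was 1.51 (camera, adjusted p = 4.1e-04), 16 members were higher, 14 of them at an adjusted p under 0.05 (1 member was lower at that threshold), and the median lay above control in 3 of 3 libraries. Taken by library as log2 of the CPM plus 1, the medians were 0.63, 0.68 and 0.66 in HD-homo replicates 1, 2 and 3. The added 1 shrinks the changes of genes with a low CPM, so these medians are not comparable with the fitted value. With the block on replicate number the median was 1.36 (adjusted p = 2.7e-04, r = 0.0422). Without Cxcl10 and Ccl5, which is also the most changed member, the set no longer passed (adjusted p = 0.138, between 1.8e-06 and 0.147 over the alternatives), and its median was 1.14. Leaving out members for the size of their change lowers any such set, so this result bears on the set's adjusted p and does not show that the increase is confined to these members.

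The fourth result is the Htt mRNA, which the paper does not compare between the lines. Its log2 fold change against control cells was -0.68 in HD-het cells (adjusted p = 4.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.31 in HD-homo cells (adjusted p = 3.4e-10 from the same test), and it was lower in 3 of 3 libraries of either line. The replicate block gave -0.68 in HD-het (r = 0.195) and -2.31 in HD-homo cells (r = 0.0422). In HD-homo cells this is a fall of 79.8%, and exon 1, where the expanded repeat lies, makes up 2.77% of the transcript, too little for unmapped reads of the repeat to account for the fall. A loss of the region would lower the neighbours of Htt, but the median log2 fold change of 50 genes within 2 Mb was 0.12. With library totals, a weak test for the same reason as above, the value was -2.29, after thinning -2.33, and the share of 50-base words found in other genes was 0%. None of these tests accounted for the fall. A lower level of the Htt mRNA in lines with more mutant alleles may be biological, and whether the allele or another property of the lines lowers it cannot be decided with 1 line per genotype.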

How the results depend on the processing

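Chosen only after the result was seen were the alternative that sums the 2 listings of Cgas and the count of splits for the interferon-stimulated genes in HD-homo cells.

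The counts of genes past an adjusted p of 0.05 changed by more than 1.5 times in 1 alternative only. With a log2 fold change of at least 1 in addition, 2574 genes differed between HD-homo and control cells, 2490 between HD-het and control cells and 3285 between the HD lines. With each library left out in turn, the counts ran from 6842 to 8068, from 7865 to 9216 and from 8977 to 9675. With the replicate number as a block they were 8372, 9160 and 9938 (r of same-numbered libraries 0.0422, 0.195 and 0.149), of which 7859, 8740 and 9614 were the same genes as without it. The real split of the 6 libraries was the only one to give as many genes, 1 of the 4 splits that part all same-numbered pairs, for each of the 3 comparisons. The other splits gave 0 genes at an adjusted p under 0.05. Each of them mixes the lines within a group, which inflates the spread when so many genes differ between lines. Their count of 0 was thus largely fixed in advance and is no separate support for the real split.

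For the set tests the same count was 1 of 4 splits for the interferon-stimulated genes, the chemokines and the autophagy genes in each comparison, and for the p53 targets 2 of 4 in HD-homo against control cells, 1 of 4 in HD-het against control cells and 4 of 4 between the HD lines. With 4 splits, or 10 in all, a share under 0.05 cannot be reached, and here too the other splits mix the lines within a group.

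The increase of the interferon-stimulated genes in HD-homo cells passed in each alternative, with medians from 2.00 to 4.69 (the lowest with at least 10 counts in every library). In HD-het cells it passed with the replicate block (median 1.09, adjusted p = 0.0276, r = 0.195) and with fry (median 1.09, adjusted p = 0.0071), against a range of 0.0071 to 0.410 over the alternatives.

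The increase of the chemokines in HD-homo cells against control cells no longer passed with at least 10 counts in every library (median 1.09, adjusted p = 0.147) or without Cxcl10 and Ccl5, the most changed member (median 1.14, adjusted p = 0.138), within a range of 1.8e-06 to 0.147. Between the HD lines the same settings gave medians of 0.46 (adjusted p = 0.357) and 1.21 (adjusted p = 0.195), within a range of 1.6e-05 to 0.357.

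Autophagy genes had a median log2 fold change of 0.11 in HD-homo and 0.25 in HD-het cells and did not pass as a set (adjusted p = 0.334 and 0.0729). In HD-het cells they passed with no filter (0.24, adjusted p = 0.0367), with the replicate block (0.24, adjusted p = 0.0247, r = 0.195) and with fry (0.25, adjusted p = 1.5e-04), against a range of 1.5e-04 to 0.315. With fry, which tests for any change and not for more change than in other genes, they also passed in HD-homo against control cells (0.11, adjusted p = 0.0026, range 0.0026 to 0.627) and between the HD lines (-0.0634, adjusted p = 0.0071, range 0.0071 to 0.887).

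The p53 targets did not pass in any alternative, and their sign changed without HD-homo replicate 1, to 0.0093 against control cells and 0.17 between the HD lines. Over the fits that each left out a library the median ran from -0.36 to 0.0093 and from -0.23 to 0.17. The cause of these changes was not tested.

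Among 76 values of single genes, computed 1337 times under alternatives, 1297 kept their direction and their side of the threshold, 26 no longer passed, 9 came to pass and 5 changed sign. The sign changes were all those of Map1lc3b in HD-homo against control cells, whose log2 fold change was 0.0156 with library totals, 0.0067 with at least 10 counts in every library, and from -0.11 to 0.0520 with each library left out, among them 0.0403 without control replicate 3, 0.0486 without HD-homo replicate 1 and 0.0520 without HD-homo replicate 3. The decrease of Ifit2 in HD-homo cells (log2 fold change -0.46, adjusted p = 0.0475) did not pass in 11 alternatives, within a range of 1.3e-05 to 0.161.

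The prior count moves only genes near the floor. Depth limits the comparisons against Cgas and Ccl5 in control cells, where 3 counts or fewer were seen per library, to lower bounds, and leaves the difference of Ccl5 between HD-het and control cells undetectable.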

Differences from the paper's values

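The paper's values for Ccl5 and Cxcl10 come from qPCR relative to Gapdh, read by eye from a figure, and those given here from RNA-seq counts of the same lines. The alternatives set before the data were examined are those of the processing summary, and the fold relative to Gapdh is one of them. The SD given with a fold is the SD of the HD libraries over the control mean, or over the floor for Ccl5. It leaves out the spread of the control libraries.

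The paper's level of Ccl5 in HD-homo cells is about 82 times that of control cells in Fig. 3E, read by eye. The counts gave at least 571-fold (SD 37.4), between at least 524-fold after thinning and at least 664-fold relative to Gapdh, and none of the alternatives closed the gap.

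The paper's level of Cxcl10 in HD-homo cells is about 24 times that of control cells in Fig. 3E, read by eye. The counts gave 248-fold (SD 88.9), between 197-fold without HD-homo replicate 2 and 292-fold relative to Gapdh, and none of the alternatives closed the gap.

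The paper's level of Cxcl10 in HD-het cells is about 0.8 times that of control cells in Fig. 3E, read by eye. The counts gave 2.10-fold (SD 0.628), between 1.76-fold without HD-het replicate 1 and 2.65-fold relative to Gapdh, and none of the alternatives closed the gap.

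The paper states that Ccl5 and Cxcl10 are raised in HD-het cells by qPCR, and then that neither is robustly altered there. For Ccl5, 1 read in total was counted in the HD-het libraries and 3 in the control libraries, too few for a fold change. The increase of Cxcl10 in HD-het cells, a log2 fold change of 1.08, had an adjusted p of 0.140 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, between 0.0065 and 0.331 over the alternatives. It passed 0.05 with DESeq2's Wald test (adjusted p = 0.0349), with only the 2 lines compared (0.0128), with the replicate number as a block (log2 fold change 1.10, adjusted p = 0.0382, r = 0.195 between same-numbered libraries) and without HD-homo replicate 2 (0.0065).

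The paper finds hnRNP-A2b1 at a similar level in control and HD cells, from overlays of RPF and mRNA reads and with no stated threshold. By counts, the Hnrnpa2b1 mRNA was lower in HD-het than in control cells, at 713.3 against 821.3 normalized CPM. The log2 fold change was -0.20 (adjusted p = 0.0109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, between 0.0011 and 0.0478 over the alternatives). A difference of this size need not conflict with a similar level. The replicate block gave -0.20 (adjusted p = 0.0103, r = 0.195).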

Other observations

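The test that sums the 2 listings of Cgas was chosen only after the result was seen. The tests of chromosome 15 were chosen after its shift was seen and before their own results were.

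The increase of Cgas was tested against 3 technical explanations. Gain of its chromosome region would raise its neighbours, and the median log2 fold change of 16 genes within 2 Mb was -0.0621 in HD-homo against control cells. The sum of the 2 listings does not depend on how reads are divided between them, and its log2 fold change was 9.41, near the 9.46 of the Cgas listing alone. The share of 50-base words of the transcript found in other genes was 0.725%. None of the 3 accounted for the increase, and a difference between the lines in the expression of Cgas itself may be the cause.

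Interferon genes were nearly absent from the counts although interferon-stimulated genes were raised. Over 21 interferon genes, a list read from the symbols of the table, 6 reads in total were counted in the control libraries, 3 in the HD-het libraries and 1 in the HD-homo libraries. An induction of their mRNA was not detectable at this depth.

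Genes of chromosome 15 were lower in HD-het than in control cells. The median log2 fold change of 558 genes was -0.55, under that of each of 10000 random sets of as many genes matched on expression, and by library the median was -0.56, -0.57 and -0.53 against the mean of the control libraries. In HD-homo cells the median of this chromosome was 0.0300. With library totals the median of the chromosome minus that of all genes was -0.57, but normalization shifts all genes of a library alike, which this difference takes out, so the value says little about normalization. After the trend on GC content and length was removed the difference was -0.57. That trend explains 0.429% of the variance in this comparison, so the correction had little to remove and says little about GC content or length as a cause. Of its genes 79.2% had a negative log2 fold change, against 46.8% of genes on other chromosomes, so a few strongly changed genes do not account for the shift. Split by position into 4 parts, the medians were -0.54, -0.52, -0.54 and -0.61, at most 0.0599 from the median of the chromosome. This even shift is consistent with a loss of copies of the whole chromosome in the HD-het line, a hypothesis that needs DNA from the cells to test. The sensor gene Xrcc6 lies on this chromosome and had a log2 fold change of -0.71 in HD-het cells.

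Smaller shifts were seen on other chromosomes, without a test of their cause. In HD-het cells the median log2 fold change against control cells was 0.33 on chromosome 18, -0.32 on chromosome 19 and -0.31 on chromosome 10. In HD-homo cells it ran from -0.22 on chromosome 17 to 0.22 on chromosome 13. Of 20 chromosomes, Y left out, 12 had a median outside those of all 10000 random sets in HD-homo and 11 in HD-het cells. On chromosome 9, which holds Cgas, the median was 0.0593 in HD-homo and 0.20 in HD-het cells.

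Gapdh, which the paper used to normalize its qPCR, had a low count for a gene of its pathway, 2785 reads per library on average, where the other 8 glycolysis genes had between 8090 and 80388 with a median of 22619. Of the 50-base words of its transcript 82.5% occur in 218 other genes, against a median of 26.8% for the other 8. Shared words alone do not go with a low count, since Eno1 and Pgk1, named after their values were seen, had 72.2% and 67.96% shared words and 29276 and 26203 reads on average. A candidate explanation for the low count of Gapdh is that reads shared with other genes, pseudogenes among them, were left out in the authors' counting, which the text of the paper does not describe. Of the 43 genes that match both Gapdh primers 2 are listed, with 1630 reads per library in sum, too few to bring Gapdh to the lowest of the other 8. Reads counted on the rest of the 218 genes were not looked up, so a division of reads among listed genes is not excluded. Folds relative to the Gapdh count carry this limit.

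The printed region of exon 1 of cGAS, TACCTTCTAGGCGCATCTTCCTGCTGC, occurs 0 times in the transcript, and its complement, ATGGAAGATCCGCGTAGAAGGACGACG, is the first 27 coding bases, which encode MEDPRRRTT at positions 78443078 to 78443052 of chromosome 9. The paired codons CCG and CGT occur side by side once in the transcript, as codons 4 and 5. In the shorter transcript Cgas-201 they take up nucleotides 169 to 171 and 172 to 174, and in Cgas-202 nucleotides 136 to 138 and 139 to 141. Codons 171 and 172 of the coding sequence are GTG and AAT.

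Among the genes with the largest changes in the HD lines are ones the paper does not discuss. In HD-homo cells Thbd was at least 3236-fold, Selp at least 845-fold, Scn3a at least 836-fold and 3830403N18Rik at least 125-fold higher than in control cells, and Kcnip1 was at least 797-fold, Lhx1 at least 622-fold, Sall1 at least 381-fold, B3gnt5 at least 235-fold and Cbln1 at least 143-fold lower. Reads shared with other genes limit 3830403N18Rik (21.8% of its 50-base words) and Scn3a (8.53%). The bound of Selp rests largely on HD-homo replicate 3, since its normalized CPM was 37.1, 58.6 and 144 in HD-homo replicates 1, 2 and 3. In HD-het cells Lrrn1 was at least 466-fold, Adamts16 at least 215-fold, Ltbr at least 205-fold and Col14a1 at least 144-fold higher, and Lxn was at least 598-fold, Pax2 at least 372-fold, Arsj at least 334-fold, 2200002D01Rik at least 165-fold and Calhm2 at least 118-fold lower.

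Genes of neurons were expressed in part. Between 1560 and 2460 reads per library were counted on Map2, between 1185 and 1808 on Tubb3 and between 39 and 157 on Syn1. Stmn2 had between 1363 and 1935 reads in control libraries and between 70 and 132 in the HD libraries, and Nefm between 81 and 115 in control and at most 11 in the HD libraries. No library had more than 2 reads on Rbfox3, 1 on Snap25, 3 on Nefl or 1 on Dcx. Of the striatal genes Foxp1 had between 2601 and 6708 reads, Pde10a between 42 and 189 and Penk between 8 and 116, while 0 reads were counted on Drd1 and 1 on Drd2 over the 9 libraries. The mesenchymal genes Pdgfra and Acta2 had log2 fold changes of 5.87 and -4.63 in HD-homo against control cells. By the lists, the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d were counted in all 9 libraries and Xist in 0, so that the 3 lines all carry Y-linked expression.

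Other gene lists gave these values. The autophagy genes ran in HD-homo against control cells from a log2 fold change of -0.51 for Rb1cc1 to 1.34 for Optn, and the p53 targets from -1.43 for Perp to 1.17 for Fas. The log2 fold changes of the HD lines against control cells had a Spearman rho of 0.209 across genes, which are not independent replicates and which share the control libraries.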
